# N4BP1 negatively regulates NF-κB by binding and inhibiting NEMO oligomerization

**DOI:** 10.1038/s41467-021-21711-5

**Published:** 2021-03-02

**Authors:** Hexin Shi, Lei Sun, Ying Wang, Aijie Liu, Xiaoming Zhan, Xiaohong Li, Miao Tang, Priscilla Anderton, Sara Hildebrand, Jiexia Quan, Sara Ludwig, Eva Marie Y. Moresco, Bruce Beutler

**Keywords:** Cytokines, Innate immunity, NF-kappaB

## Abstract

Many immune responses depend upon activation of NF-κB, an important transcription factor in the elicitation of a cytokine response. Here we show that N4BP1 inhibits TLR-dependent activation of NF-κB by interacting with the NF-κB signaling essential modulator (NEMO, also known as IκB kinase γ) to attenuate NEMO–NEMO dimerization or oligomerization. The UBA-like (ubiquitin associated-like) and CUE-like (ubiquitin conjugation to ER degradation-like) domains in N4BP1 mediate interaction with the NEMO COZI domain. Both in vitro and in mice, *N4bp1* deficiency specifically enhances TRIF-independent (TLR2, TLR7, or TLR9-mediated) but not TRIF-dependent (TLR3 or TLR4-mediated) NF-κB activation, leading to increased production of proinflammatory cytokines. In response to TLR4 or TLR3 activation, TRIF causes activation of caspase-8, which cleaves N4BP1 distal to residues D424 and D490 and abolishes its inhibitory effect. *N4bp1*^*−/−*^ mice also have diminished numbers of T cells in the peripheral blood. Our work identifies N4BP1 as an inhibitory checkpoint protein that must be overcome to activate NF-κB, and a TRIF-initiated caspase-8-dependent mechanism by which this is accomplished.

## Abstract (web summary)

NF-κB signalling is critical to TLR mediated cytokine release in various immune responses. Here the authors show how N4BP1 inhibits NEMO signalling and subsequent NF-κB activation and how this pathway is negatively regulated by caspase-8 cleavage of N4BP1.

## Introduction

The inducible transcription factor NF-κB plays a key role in the development and function of the immune system by activating or repressing hundreds of genes that carry out the cellular response to specific stimuli^1^. Canonical activation of NF-κB requires its release from the inhibitory IκB proteins that normally retain NF-κB in the cytoplasm^2^. This occurs when the IκB kinase (IKK) complex phosphorylates IκB proteins resulting in their subsequent K48-ubiquitination and degradation by the proteasome. In this role, the IKK complex serves as the gatekeeper for NF-κB activation and as such is subject to numerous modifications that modulate its activity. Composed of three subunits, the kinases IKKα and IKKβ and the regulatory subunit NEMO, the IKK complex is activated by combinations of phosphorylation (on IKK), ubiquitination (on NEMO), and sumoylation (on NEMO) events, and negative regulators target these modifications to either remove or prevent them^3,4^. Persistent NF-κB activation may lead to pathologic consequences such as chronic inflammation or autoimmunity^5^.

Although receptor-proximal signaling pathways differ, inflammatory stimuli such as tumor necrosis factor (TNF), interleukin (IL)-1, and ligands for the Toll-like receptors (TLRs) all activate NF-κB, impinging on the IKK complex to do so. TLR activation results in the recruitment of up to four adapter proteins, MyD88 (myeloid differentiation 88), MAL (MyD88-adapter like), TRIF (Toll-interleukin 1 receptor (TIR) domain-containing adapter inducing IFNβ), and TRAM (TRIF related adapter molecule), which assemble distinct signaling complexes depending on the combination of adapters utilized. All TLRs except TLR3 depend upon MyD88 for full signaling activity whereas TRIF is utilized only by TLR3 and TLR4^1,6,7^. Signaling from TLRs leads to IKK complex activation; NF-κB then enters the nucleus to activate the transcription of many proinflammatory genes including those encoding TNF and IL-6.

In this work, we carried out a forward genetic screen to discover proteins that mediate TLR signaling, testing peritoneal macrophages from *N*-ethyl-*N*-nitrosourea (ENU)-mutagenized mice for altered TNF responses to stimulation with TLR ligands. We identify several mutations in the neural precursor cell expressed, developmentally downregulated 4 binding protein 1 gene (*N4bp1*) that cause elevated TNF production by macrophages stimulated with ligands for TLRs other than TLR3 and TLR4. Mechanistic studies show how N4BP1, initially identified as a NEDD4 binding protein, inhibits NF-κB activation downstream from all TLRs except TLR3 and TLR4. We also show how TLRs that recruit TRIF overcome the inhibitory effect of N4BP1 on NF-κB.

## Results

### Multiple *N4bp1* mutations enhance TRIF-independent TLR signaling

Peritoneal macrophages from third-generation (G3) descendants of ENU-mutagenized mice were assayed for TNF secretion after stimulation with TLR ligands. Three distinct mutations of *N4bp1* (*stash*, *winter*, and *acorn*; Fig. 1a) in three ancestrally unrelated pedigrees were associated with increased production of TNF in response to R848, a TLR7 ligand (Fig. 1b, c and Supplementary Fig. 1a–c). The *acorn* (*ac*) allele contained the nonsense mutation Q135* and was a predicted null allele. We detected no N4BP1 protein in *N4bp1*^*ac/ac*^ macrophages, consistent with nonsense-mediated decay of the transcript (Fig. 1d).

**Fig. 1:**
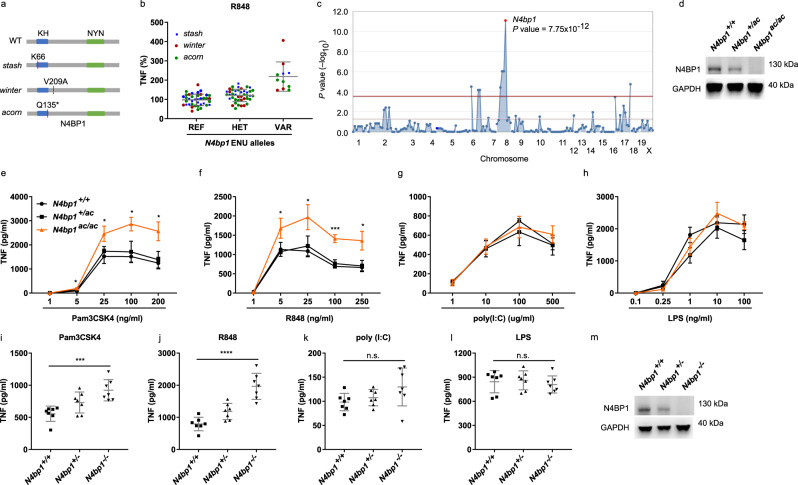
*N4bp1* mutations enhance TRIF-independent TLR signaling. **a** N4BP1 domain structure and positions of ENU-induced mutations (red lines). **b** Relative concentration of TNF in the culture medium of peritoneal macrophages harvested from mice of the *stash* (blue), *winter* (red), and *acorn* (green) pedigrees 4 h after stimulation with 20 ng/ml of R848. REF, *N4bp1*^*+/+*^; HET, *N4bp1*^*+/mutation*^; and VAR, *N4bp1*^*mutation/mutation*^, where “mutation” represents the *stash*, *winter*, or *acorn* allele. **c** Manhattan plot showing *p* values of association between the phenotype of elevated TNF production in response to R848 and mutations identified in the three pedigrees in **b** calculated using a recessive model of inheritance. The −log10 *p* values were plotted versus the chromosomal positions of mutations. Horizontal lines indicate thresholds of *p* = 0.05 with (red) or without (purple) the Bonferroni correction. The *p* value for linkage of *N4bp1* mutations with the elevated TNF production is indicated. **d** Immunoblot analysis of N4BP1 and GAPDH in *N4bp1*^*+/+*^, *N4bp1*^*+/ac*^ and *N4bp1*^*ac/ac*^ peritoneal macrophages. **e**–**h** TNF concentration in the culture medium of *N4bp1*^*+/+*^, *N4bp1*^*+/ac*^ and *N4bp1*^*ac/ac*^ peritoneal macrophages treated with Pam3CSK4, *P = 0.0275, *P = 0.0481, *P = 0.0175, *P = 0.0213, two-way ANOVA and post hoc Tukey test (**e**), R848, *P = 0.0372, *P = 0.0154, ***P = 0.0004, *P = 0.0148, two-way ANOVA and post hoc Tukey test (**f**), poly(I:C) (**g**), and LPS (**h**). *n* = 4 mice per genotype. **i**–**l** TNF concentration in the culture medium of *N4bp1*^*+/+*^, *N4bp1*^*+/−*^, and *N4bp1*^*−/−*^ peritoneal macrophages treated with 40 ng/ml Pam3CSK4, ***P = 0.0006 (**i**), 20 ng/ml R848, ****P < 0.0001 (**j**), poly(I:C) (**k**), and LPS (**l**). n.s. not significant. One-way ANOVA and post hoc Tukey test (**i**–**l**). **m** Immunoblot analysis of N4BP1 and GAPDH in *N4bp1*^*+/+*^, *N4bp1*^*+/−*^, and *N4bp1*^*−/−*^ peritoneal macrophages. Each symbol (**b**, **i**–**l**) represents an individual mouse. Data are representative of two (**d**–**h**, **m**) or three (**i**–**l**) independent experiments (mean ± s.d. in **b**, **e**–**l**). *P* values are listed in order from left to right. Source data are provided in the Source Data file.

Further analysis of responses to TLR stimulation demonstrated dose-dependent increased production of TNF by *N4bp1*^*ac/ac*^ macrophages stimulated with Pam3CSK4 (TLR2-TLR1 ligand, Fig. 1e) or R848 (Fig. 1f). However, *N4bp1*^*ac/ac*^ macrophages produced similar amounts of TNF as *N4bp1*^*+/+*^ macrophages when stimulated with poly(I:C) (TLR3 ligand, Fig. 1g) or lipopolysaccharide (LPS; TLR4 ligand, Fig. 1h). Peritoneal macrophages (Fig. 1i, j), bone marrow-derived macrophages (BMMs; Supplementary Fig. 1e), and bone marrow-derived dendritic cells (BMDCs; Supplementary Fig. 1f) from mice homozygous for a CRISPR-Cas9-targeted null allele of *N4bp1* (Fig. 1m) recapitulated the *acorn* phenotype, responding to Pam3CSK4 and R848 by producing excessive amounts of TNF and interleukin (IL)-6. Time course analysis of the cytokine response in *N4bp1*^*−/−*^ peritoneal macrophages supported elevated production rather than a merely accelerated response (Supplementary Fig. 1h). In contrast, the TNF and IL-6 responses to poly(I:C) and LPS were normal (Fig. 1k, l and Supplementary Fig. 1e, f). IFNα production induced by dsDNA stimulation was comparable between wild-type and *N4bp1*^*−/−*^ BMMs and BMDCs (Supplementary Fig. 1g). These findings indicate that TLR2-TLR1 and TLR7 signaling, but not TLR3 and TLR4 signaling, were enhanced in *N4bp1*^*−/−*^ macrophages and dendritic cells. Since TLR3 and TLR4 depend on the TRIF adapter protein to propagate signaling, whereas all other TLRs signal independently of TRIF, we concluded that N4BP1 inhibits TRIF-independent signaling.

Among tissues examined, the 893-amino acid N4BP1 protein was highly expressed in lymphoid organs, brain, and ovary (Supplementary Fig. 2a). Cellular fractionation of peritoneal macrophages stimulated with R848 for up to 4 h showed that N4BP1 was predominantly localized in the cytosol before and throughout the period of stimulation (Supplementary Fig. 2b). We also detected reduced numbers of CD4^+^ and CD8^+^ T cells in the peripheral blood of *N4bp1*^*−/−*^ mice (Supplementary Fig. 2c). The numbers of peripheral blood monocytes, neutrophils, and B cells were normal (Supplementary Fig. 2c). *N4bp1*^*−/−*^ mice appeared grossly normal and showed no internal anatomical abnormalities. The mice were not overtly suffering from autoimmunity since the concentration of anti-dsDNA antibodies in the serum was comparable with that in wild-type mice (Supplementary Fig. 2d).

The amino acid sequence of N4BP1 is 81% identical in humans and mice. We knocked out endogenous N4BP1 via CRISPR-Cas9 gene targeting in the human monocytic cell line THP1 and observed more TNF secretion in response to stimulation with Pam3CSK4 and R848, but not LPS, relative to that of N4BP1-sufficient THP1 cells (Supplementary Fig. 1i–k). These data indicate that the function of N4BP1 in inhibiting TRIF-independent TLR signaling is conserved between humans and mice.

### N4BP1 inhibits NF-κB activation and NF-κB-dependent gene expression

We examined MAPK and NF-κB signaling in *N4bp1*^*−/−*^ peritoneal macrophages. We found that phosphorylated NF-κB p65 was markedly increased in *N4bp1*^*−/−*^ macrophages compared to *N4bp1*^*+/+*^ macrophages before or after Pam3CSK4 stimulation (Fig. 2a). Phosphorylated IKKα/β was also increased in *N4bp1*^*−/−*^ macrophages after Pam3CSK4 stimulation (Fig. 2a) and this correlated with increased IKKβ association with NEMO (Fig. 2b), an interaction required for NF-κB activation^3^. Indeed the IKKα/β kinase activity was significantly elevated in *N4bp1*^*−/−*^ macrophages (Fig. 2c). By contrast, we observed no appreciable difference between *N4bp1*^*−/−*^ and wild-type macrophages in their levels of phosphorylated p38 and c-Jun in response to Pam3CSK4 (Fig. 2a). Moreover, chromatin immunoprecipitation and quantitative PCR (ChIP-qPCR) indicated that greater amounts of IL-6 promoter DNA was associated with NF-κB p65 and acetyl-histone H4 in *N4bp1*^*−/−*^ macrophages than in wild-type macrophages stimulated with Pam3CSK4 (Fig. 2d). These findings demonstrate that NF-κB activation and recruitment to the IL-6 promoter was increased in *N4bp1*^*−/−*^ macrophages in response to Pam3CSK4.

**Fig. 2:**
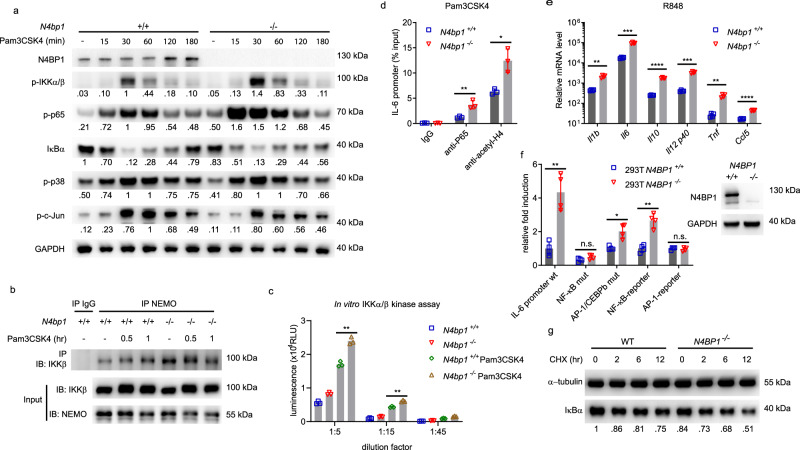
N4BP1 inhibits NF-κB activation and NF-κB-dependent gene expression. **a** Immunoblot analysis of IκBα, or phosphorylated (p-) IKKα/β, p65, p38, and c-Jun in lysates of wild-type and *N4bp1*^*−/−*^ peritoneal macrophages stimulated with Pam3CSK4 (40 ng/ml) for the indicated times. Relative densitometric measurements averaged from two independent experiments are indicated below. **b** Detection of the endogenous NEMO-IKKβ association in wild-type and *N4bp1*^*−/−*^ peritoneal macrophages stimulated with Pam3CSK4 for the indicated times, assessed by immunoprecipitation (IP) with rabbit IgG as a control, or with anti-NEMO, followed by immunoblot analysis with anti-IKKβ or anti-NEMO. **c** In vitro IKKα/β kinase assay. The IKK complex was immunoprecipitated from *N4bp1*^*+/+*^ or *N4bp1*^*−/−*^ peritoneal macrophages with anti-NEMO. Cells were treated with or without Pam3CSK4 (40 ng/ml) for 30 min before collection. **P = 0.0011, **P = 0.001, unpaired, two-tailed Student’s *t* test. **d** ChIP assay and qPCR of *Il6* promoter DNA in peritoneal macrophages 2 h after Pam3CSK4 stimulation. Cell lysates were immunoprecipitated with rabbit IgG, anti-p65, or anti-acetyl-histone H4. **P = 0.007, *P = 0.011, unpaired, two-tailed Student’s *t* test. **e** RT-qPCR analysis of *Il1β*, *Il6*, *Il10*, *Il12p40*, *Tnf*, and *Ccl5* in *N4bp1*^*+/+*^ and *N4bp1*^*−/−*^ peritoneal macrophages stimulated with R848. **P = 0.0015, ***P = 0.0002, ****P < 0.0001, ***P = 0.0003, **P = 0.0018, ****P < 0.0001, unpaired, two-tailed Student’s *t* test. **f** Left, Luciferase reporter activity dependent on the indicated promoters (*X*-axis) in wild-type or *N4BP1*^*−/−*^ HEK293T cells. Right, immunoblot analysis of N4BP1 expression in wild-type and *N4BP1*^*−/−*^ HEK293T cells. **P = 0.0053, *P = 0.0145, **P = 0.0015, unpaired, two-tailed Student’s *t* test. **g** Immunoblot analysis of IκBα in lysates of wild-type and *N4BP1*^*−/−*^ HEK293T cells treated with cycloheximide (CHX, 20 μg/ml) for the indicated times. Relative densitometric measurements of IκBα averaged from two independent experiments are indicated below. Data points represent macrophage cultures from independent mice (**c**–**e**) or independent cultures (**f**). Data are representative of two independent experiments (**a**–**g**). Mean ± s.d. plotted in **c**–**f**. *P* values are listed in order from left to right. Source data are provided in the Source Data file.

The increased association between acetyl-histone H4 and the IL-6 promoter in *N4bp1*^*−/−*^ cells suggested that *Il6* was more transcriptionally active in *N4bp1*^*−/−*^ cells than in *N4bp1*^*+/+*^ cells. To investigate transcript expression of *Il6*, *Tnf*, and other genes, we performed RNA sequencing of *N4bp1*^*+/+*^ and *N4bp1*^*−/−*^ peritoneal macrophages before and after R848 or LPS stimulation. 

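All 124 genes that the authors list as NF-κB-dependent were higher in *N4bp1*+/+ macrophages after R848 than without stimulus, and 123 were higher after LPS. The exception after LPS was *Fcer2a*, at 0.0395 FPKM without stimulus and 0.0322 FPKM after LPS. Every gene was over 2-fold higher after R848 or after LPS than without stimulus, and 112 were so after both. The median gene was 8.94-fold higher after R848 and 13.2-fold higher after LPS. *Tnf*, which encodes a central inflammatory cytokine, had a mean FPKM of 8.65 without stimulus, 2141 after R848 and 2281 after LPS in *N4bp1*+/+ cells. The mean FPKM of *Il6* in the same cells was 0.126, 32.4 and 160.0. The sources used here do not give how the 124 genes were chosen, so their induction is not independent evidence of a response.
RNA came from thioglycollate-elicited peritoneal macrophages, which are cells drawn into the peritoneal cavity by an irritant and recovered by lavage. The cells were left unstimulated or were given R848 (20 ng/ml), a ligand of TLR7, or LPS (10 ng/ml), a ligand of TLR4. The sample labels give 2 h of stimulation. Cells of 2 mice were used for each genotype and treatment, which makes 12 libraries in 6 groups, and the legend of Supplementary Fig. 3 states that the experiment was performed once. Stranded mRNA libraries were sequenced from both ends. The submitters' processing notes name CASAVA 1.8.2, TopHat2 2.0.10 and Cufflinks 2.1.1, with mouse build mm10, while the methods name a later release of cuffdiff for the comparison of the genotypes.
For each gene the authors deposited 1 FPKM value per genotype and treatment, their mean over both mice. FPKM scales the fragments of a gene by its transcript length and by the mapped fragments of the library. Values of single libraries and read counts were not used here, so the depth is unknown and the spread between mice enters only through the authors' own test. Fold changes were computed as the ratio of the mean FPKM in *N4bp1*-/- to that in *N4bp1*+/+ cells. Their standard errors were recovered by dividing the authors' log2 fold change by their cuffdiff test statistic. The authors' p-values were adjusted by the Benjamini-Hochberg method over the listed genes that were tested, and a gene is called higher or lower at an adjusted p under 0.05. All 124 genes were tested after R848 and after LPS, and 103 without stimulus. The test was run within each treatment. How the treatments were scaled against each other is not given in the sources used here, so levels set across treatments only describe the data. The labels of the unstimulated libraries carry another prefix than those of the stimulated ones, in both genotypes. The sources used here do not say whether this marks a batch, and a batch could not be told apart from the stimulus. *N4bp1* is not among the 124 genes, and its own transcript was not analysed here.

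**Figure D1:**
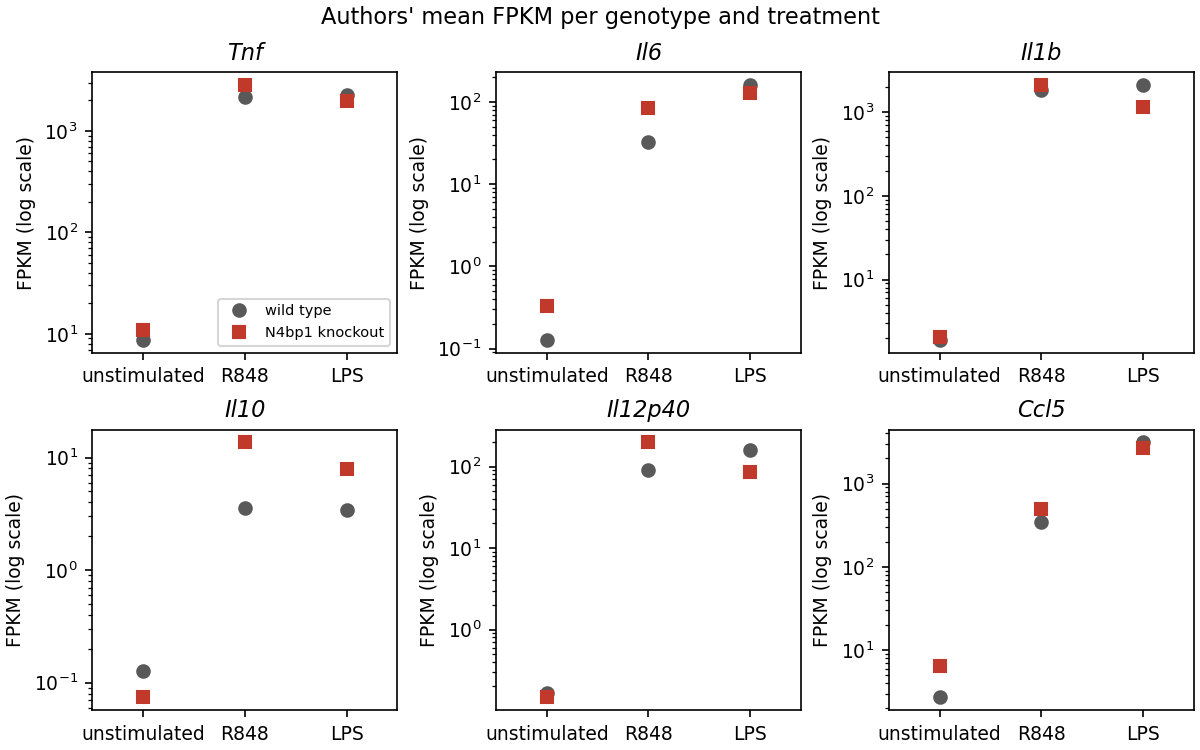
Mean FPKM (log scale) of 6 cytokine and chemokine genes in *N4bp1*+/+ (gray circles) and *N4bp1*-/- (red squares) macrophages without stimulus, after R848 and after LPS. Each point is the authors' mean over both mice and no error is drawn. *Tnf* lies between 1955 and 2838 FPKM in both genotypes after either stimulus, whereas *Il10* lies between 3.43 and 13.7 FPKM after stimulation.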

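After R848, 43 of the 124 NF-κB-dependent genes were higher in *N4bp1*-/- than in *N4bp1*+/+ macrophages and 6 were lower. After LPS, 22 were higher and 14 were lower. *Il6* (chromosome 5 of mm10, 30013073 to 30019981) was 2.60-fold higher in *N4bp1*-/- cells after R848, at a mean FPKM of 84.3, a log2 fold change of 1.38 (standard error 0.308, adjusted p = 0.000258, the authors' cuffdiff test with Benjamini-Hochberg adjustment). After LPS its log2 fold change was −0.31 (standard error 0.295, adjusted p = 0.299, the authors' cuffdiff test). *Tnf* (chromosome 17, 35199381 to 35202007) passed the test after neither stimulus. Its log2 fold change was 0.41 after R848 (standard error 0.476, adjusted p = 0.382, the authors' cuffdiff test) and −0.22 after LPS (standard error 0.441, adjusted p = 0.641, the authors' cuffdiff test).
Of 13 inflammatory cytokines and growth factors, 8 were higher in *N4bp1*-/- cells after R848, 1 was lower and 4 did not pass the test. The higher ones include *Csf3*, which encodes G-CSF (log2 fold change 1.98 ± 0.336, standard error), the anti-inflammatory cytokine *Il10* (1.94 ± 0.326) and *Tnfsf15* (1.79 ± 0.402). *Il15* was lower (−1.01 ± 0.369). After LPS, 2 of the 13 were higher, *Pdgfb* (1.90 ± 0.243) and *Il10* (1.21 ± 0.342), and 3 were lower. These were *Edn1*, which encodes endothelin-1 (−1.11 ± 0.228), *Il1a* (−0.92 ± 0.473) and *Il1b* (−0.86 ± 0.372).
Of 5 subunits of the IL-12 family, 2 were higher and 1 was lower after R848. After LPS, cuffdiff with Benjamini-Hochberg adjustment called 0 higher, with 0 at an unadjusted p under 0.05, and 2 lower. *Il12p40* (the gene *Il12b*) was higher after R848 (1.11 ± 0.314) and lower after LPS (−0.87 ± 0.302). *Il23a*, which encodes the p19 subunit of IL-23, was lower after both (−0.82 ± 0.301 and −2.58 ± 0.352). Of 10 chemokines, 4 were higher after R848, among them *Ccl4* (0.92 ± 0.258), *Cxcl10* (0.86 ± 0.331) and *Ccl5* (0.52 ± 0.300), and the other 6 did not pass the test. After LPS, *Cxcl5* was higher (1.35 ± 0.236) and *Ccl17* (−2.32 ± 0.641), *Ccl22* (−1.65 ± 0.260) and *Ccl2* (−0.68 ± 0.282) were lower.
Among 12 complement and acute phase genes, 7 were higher after R848 and 6 after LPS. The locus that joins *C2* and *Cfb*, which encode complement proteases, was higher after R848 (2.23 ± 0.344) and after LPS (1.72 ± 0.345). The prostaglandin synthesis genes *Ptgs2* (COX-2; 1.37 ± 0.325 after R848 and 0.55 ± 0.291 after LPS) and *Ptges* (2.03 ± 0.354 and 2.13 ± 0.379) were higher after both. Of 8 genes for NF-κB subunits and IκB proteins, *Nfkbiz* was higher after R848 (0.62 ± 0.300). After LPS the same test called 0 of these 8, and 0 passed an unadjusted p under 0.05. *Nfkbia*, which encodes IκBα, had log2 fold changes of 0.20 ± 0.326 after R848 and −0.25 ± 0.332 after LPS. Of 11 interferon-inducible genes, *Cxcl10* and *Ccl5* were higher and *Il15* was lower after R848. After LPS the same test called 0 of the 11, and 1 passed an unadjusted p under 0.05. Markers of neutrophils moved with these groups: *Trem1* (3.45 ± 0.459 and 3.96 ± 0.641) and *Lcn2* (1.27 ± 0.308 and 1.19 ± 0.339) were higher after R848 and LPS, and *Mmp9* (1.24 ± 0.314) was higher after LPS. Markers of other cells also moved after R848 and LPS: the stromal markers *Sox9* (2.61 ± 0.451 and 2.67 ± 0.460) and *Cyp7b1* (1.33 ± 0.387 and 1.16 ± 0.409), the dendritic cell marker *Ccr7* (2.88 ± 0.515 and 3.01 ± 0.597) and the resident macrophage markers *Fn1* (1.55 ± 0.796 and 1.01 ± 0.749) and *Thbs1* (1.76 ± 0.357 and 1.25 ± 0.330) were higher after both. The other 3 dendritic cell markers, *Ccl17*, *Ccl22* and *Cd83* (−0.75 ± 0.304), were lower after LPS, and after R848 *Cd83* was lower (−0.57 ± 0.299) and *Ccl17* and *Ccl22* did not pass the test. Of 7 stromal markers, 3 were higher after R848 and 2 after LPS, and the others did not pass the test. All of these markers are on the authors' list of NF-κB-dependent genes. Each was over 2-fold higher in *N4bp1*+/+ cells after R848 or LPS than without stimulus. Their values therefore cannot tell a share of other cells from a state of the macrophages.
Of the called genes, 13 of 49 after R848 and 5 of 36 after LPS lie within 1.96 standard errors of 0, and these errors are wider than the authors' p-values imply. By the authors' q-value under 0.05, the calls of *Ccl5*, *Il12a*, *Fcer2a*, *Ptafr* and the *Hif1a* locus after R848 and of *Ripk2* after LPS end. Relative to the 42 genes of highest FPKM after LPS, the median log2 fold change of all listed genes there turns from −0.09 to 0.17. Relative to the 28 genes least induced by the stimuli it stays below 0, with 43 genes above 0 and 81 below.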

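The ratio of *N4bp1*-/- to *N4bp1*+/+ expression was larger after R848 than after LPS for 96 of the 124 genes and smaller for 28. The median gene had a log2 fold change 0.27 higher after R848. The 95% interval of this difference, from the errors of both comparisons, lay above 0 for 15 genes and below 0 for 2. Of these 15, the largest differences were those of *Edn1*, at 2.16 (95% interval 1.48 to 2.83), *Ccl17*, at 2.09 (0.46 to 3.71), *Il12p40*, at 1.98 (1.13 to 2.84), *Lipg*, at 1.92 (0.60 to 3.24), *Il23a*, at 1.76 (0.85 to 2.67), and *Il6*, at 1.69 (0.85 to 2.52). *Lipg* was below 1 FPKM in both genotypes after R848. *Cxcl9* had a larger difference, 2.20, with an interval that includes 0 (−1.22 to 5.61). The intervals below 0 were those of *Mmp9* and *Pdgfb*, at −1.15 (−1.97 to −0.33) and −0.92 (−1.59 to −0.26). For *Tnf* the difference was 0.63 and its interval, from −0.64 to 1.90, includes 0. The intervals of *Il1b* (−0.02 to 2.11), *Il10* (−0.20 to 1.65) and *Ccl5* (−0.21 to 1.73) also include 0. All 10 chemokines and all 5 IL-12 family genes had the larger ratio after R848, with an interval above 0 for 5 and 3 of them, whereas the 12 complement and acute phase genes split evenly, with 6 larger after R848. Of the 23 genes called higher after R848 but not after LPS, 11 had an interval above 0 and 11 an interval that includes 0, and *Fcer2a* had no error after LPS. Adjusted by the Benjamini-Hochberg method over the listed genes, 7 differences above 0 and 0 below 0 passed an adjusted p under 0.05. The direction depends on the scaling, in settings applied to these differences after the data were seen. Relative to the 42 genes of highest FPKM in each treatment, the ratio was larger after R848 for 48 genes and smaller for 76. The median difference was then −0.14, and 9 intervals lay above 0 and 4 below. Relative to the 28 genes least induced by the stimuli, the ratio was larger after R848 for 98 genes and smaller for 26. The median difference was then 0.29, and 16 intervals lay above 0 and 2 below. Both sets are drawn from the listed genes, and neither is neutral. The 42 genes were picked within each treatment, so they are not the same set after R848 and after LPS. *Cxcl10*, for example, had 3350 FPKM in *N4bp1*+/+ cells after LPS and 11.9 after R848. The 28 genes include some called higher in *N4bp1*-/- cells after both stimuli, such as *C3*, *Fn1* and *Thbs1*.

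**Figure D2:**
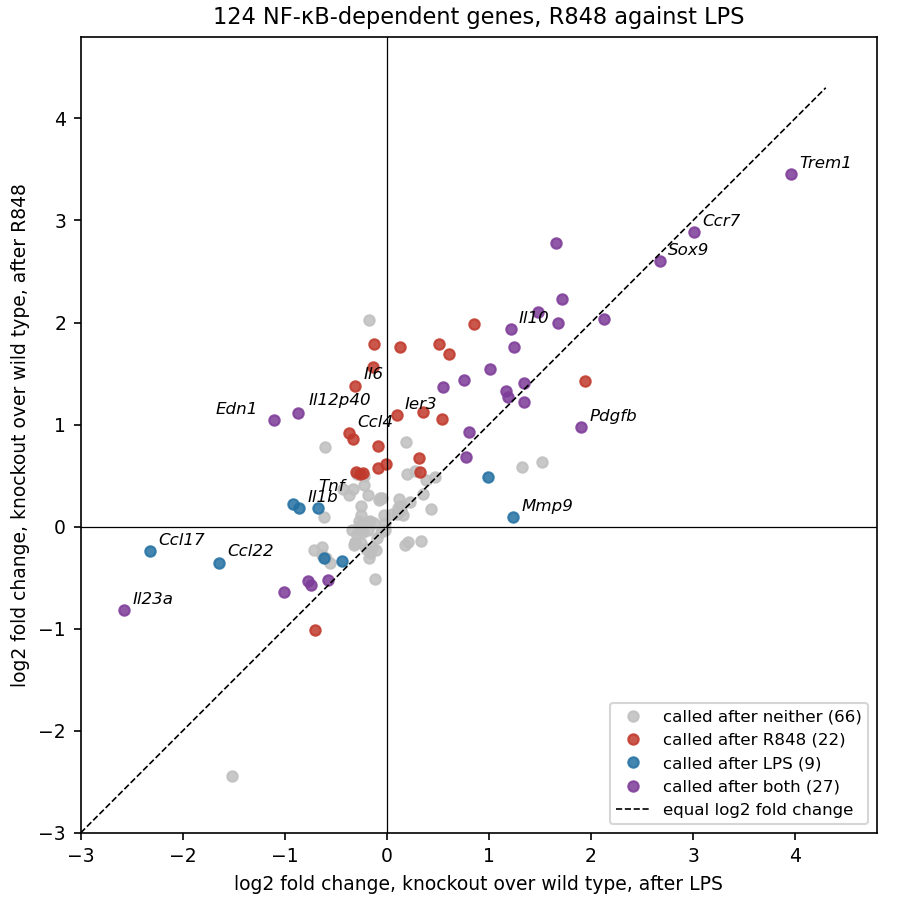
Log2 fold change (*N4bp1*-/- over *N4bp1*+/+) of 124 genes after R848 (vertical axis) against that after LPS (horizontal axis). Each point is a gene, colored by whether it was called after neither stimulus, R848, LPS or both, and the dashed line marks equal values. 96 genes lie above the line, and *Edn1* and *Il12p40* were called higher after R848 and lower after LPS.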

We found that the expression of NF-κB-dependent genes, including *Tnf* and *Il6*, was higher in *N4bp1*^*−/−*^ macrophages than in *N4bp1*^*+/+*^ macrophages after R848 but not LPS stimulation (Supplementary Fig. 3a, b and Supplementary Data 1). These observations were confirmed by RT-qPCR of *Il1b*, *Il6*, *Il10*, *Il12 p40*, *Tnf*, and *Ccl5* (Fig. 2e). Moreover, we found that NF-κB-dependent genes were upregulated in unstimulated *N4bp1*^*−/−*^ macrophages relative to their expression levels in *N4bp1*^*+/+*^ macrophages (Supplementary Fig. 3c and Supplementary Data 1).

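In unstimulated cells, 40 of the 103 genes tested were higher in *N4bp1*-/- than in *N4bp1*+/+ macrophages, 3 were lower and 60 did not pass the test. The median log2 fold change of the genes called higher was 1.65. Of 14 genes of the extracellular matrix, adhesion and coagulation, 9 were higher, 4 did not pass the test and 1 was not tested. *Vcam1*, which encodes an adhesion molecule (chromosome 3 of mm10, 116109949 to 116141016), had a mean FPKM of 0.476 in *N4bp1*+/+ and 2.11 in *N4bp1*-/- cells. This is a log2 fold change of 2.15 (standard error 0.500, adjusted p = 0.000258, the authors' cuffdiff test with Benjamini-Hochberg adjustment). Fibronectin (*Fn1*; 2.00 ± 0.619, standard error) and thrombospondin 1 (*Thbs1*; 1.96 ± 0.299) were also higher. The median of this list exceeded that of 99.9% of 10000 random lists of listed genes matched on FPKM. For the groups below, this share was 94.3% for chemokines, 75.4% for complement and acute phase genes, 73.3% for NF-κB subunits and IκB proteins and 43.1% for inflammatory cytokines and growth factors, and it was lower still for the IL-12 family. For the markers of other cell types it was 98.9% (2 of resident macrophages), 93.4% (3 of neutrophils), 89.5% (4 of dendritic cells) and 86.8% (7 of stromal cells). These lists are short, and all but the first include genes that were not tested. All lists were set after Supplementary Data 1, which holds the same values, had been read, so these shares are not independent support. The 99.9% is also the highest share over 17 lists and 3 treatments.
Of 8 genes for NF-κB subunits and IκB proteins, 4 were higher and 4 did not pass the test. These were the IκB genes *Nfkbie* (1.00 ± 0.296), *Nfkbiz* (0.76 ± 0.337) and *Nfkbia* (0.71 ± 0.263) and the subunit *Nfkb2* (0.53 ± 0.260). Of 10 chemokines, *Ccl22* (2.47 ± 1.21), *Cxcl5* (2.41 ± 0.454), *Ccl2* (1.80 ± 0.403) and *Ccl5* (1.23 ± 0.579) were higher, 5 did not pass the test and 1 was not tested. *Ccl22* had a mean FPKM of 0.182 in *N4bp1*+/+ and 1.01 in *N4bp1*-/- cells. Of 13 inflammatory cytokines and growth factors, *Csf1*, which encodes M-CSF (2.47 ± 0.369), and *Pdgfb* (1.02 ± 0.282) were higher, 7 did not pass the test and 4 were not tested. *Tnf* had a log2 fold change of 0.32 (standard error 0.301, adjusted p = 0.224, the authors' cuffdiff test). *Il6*, at 0.126 FPKM in *N4bp1*+/+ and 0.331 FPKM in *N4bp1*-/- cells, had one of 1.39 (standard error 1.36, adjusted p = 0.186, the authors' cuffdiff test). *Il10* and *Il12p40* were below 1 FPKM and not tested. Of 12 complement and acute phase genes, 4 were higher, among them *C3* (2.03 ± 0.375), 3 did not pass the test and 5 were not tested. The receptors *Tlr2* (1.18 ± 0.227) and *Cd40* (1.14 ± 0.609) were higher as well. The 3 lower genes were *Gadd45b* (−0.72 ± 0.266), *Ptafr* (−0.46 ± 0.260) and *Cd83* (−0.46 ± 0.264).
Markers of other cell types moved with these groups. *Sox9*, a stromal marker, had a log2 fold change of 3.89 (standard error 0.634) at a mean FPKM of 1.06 in *N4bp1*-/- cells, and the dendritic cell marker *Ccr7* one of 4.38 (standard error 0.967) at 0.942 FPKM. *Vcam1* is also on the list of stromal markers, of which 4 of 7 were higher, and *Fn1* and *Thbs1* are also the 2 resident macrophage markers with values. Only markers among the authors' 124 genes have values, 7 of 13 for stromal cells and 2 of 9 for resident macrophages. All of them were over 2-fold higher in *N4bp1*+/+ cells after R848 or LPS, so they cannot tell a share of other cells from a state of the macrophages. Of the neutrophil markers, *Mmp9* was higher (1.73 ± 0.383), *Lcn2* had a log2 fold change of −0.49 ± 0.556 and *Trem1* was not tested.
The 21 untested genes and the wide errors of low genes limit this comparison: 9 of the 43 called genes lie within 1.96 standard errors of 0, and by the authors' q-value under 0.05 the calls of *Cd40*, *Mx1*, *Traf1*, *Upp1*, the *Hif1a* locus, *Cd83* and *Ptafr* end. With a pseudocount of 1 FPKM the median log2 fold change of all listed genes is 0.23 in place of 0.53.

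**Figure D3:**
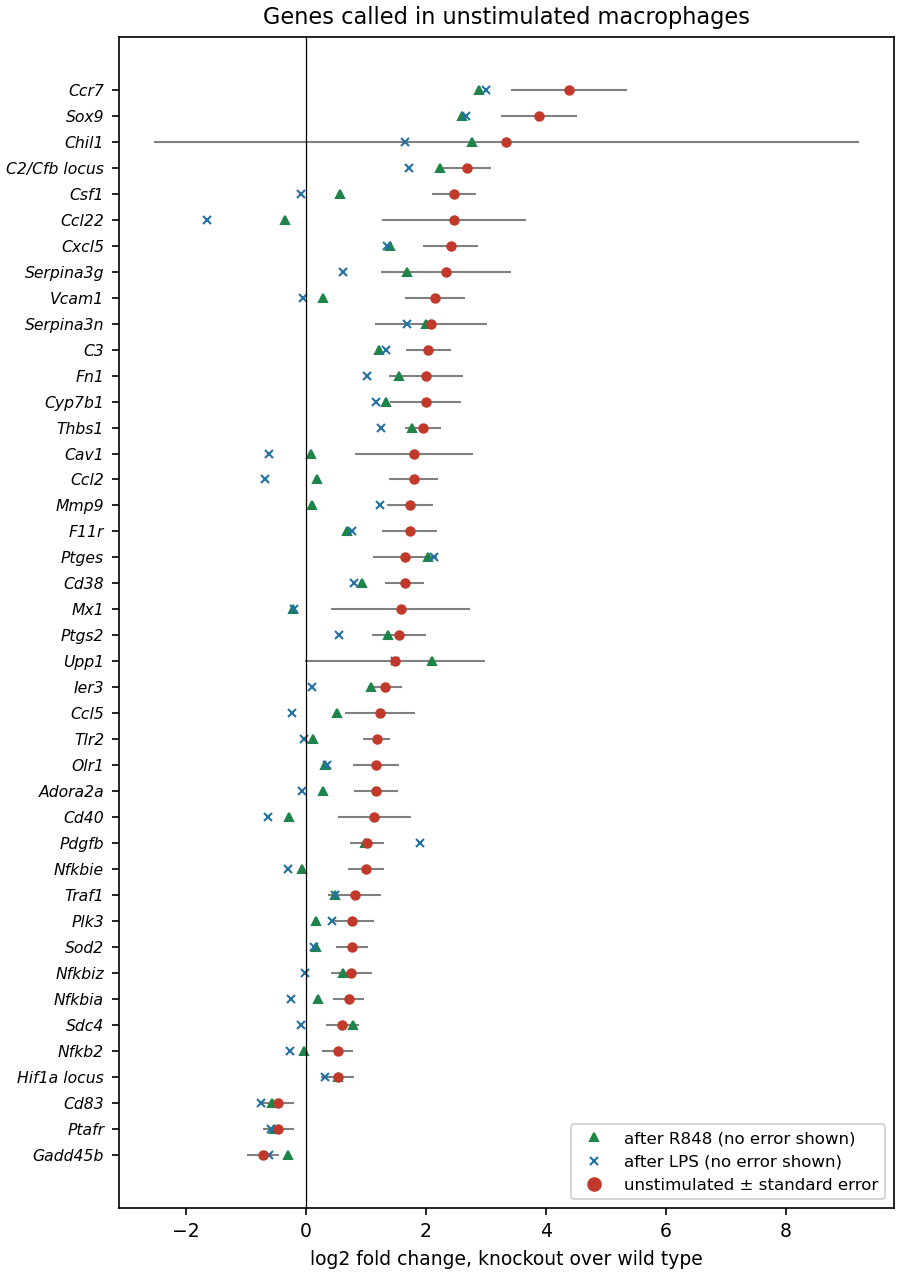
Log2 fold change (*N4bp1*-/- over *N4bp1*+/+) of genes called in unstimulated macrophages (red, with bars of ± 1 standard error), with the same genes after R848 (green triangles) and after LPS (blue crosses). The higher genes drawn run from the *Hif1a* locus at 0.53 to *Ccr7* at 4.38, and the bars of *Chil1* and *Upp1*, both below 1 FPKM without stimulus, span 0.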

To analyze the gating effect of N4BP1 on various promoter elements, we used CRISPR-Cas9 gene targeting to generate N4BP1 knockout HEK293T cells and transfected them with luciferase reporter constructs driven by (1) an IL-6 promoter, (2) an IL-6 promoter with the NF-κB binding site deleted, (3) an IL-6 promoter with AP-1 and CEBPb binding sites deleted^8^, (4) a pure NF-κB binding site, or (5) a pure AP-1 binding site. In the absence of stimulation, wild-type IL-6 promoter-dependent luciferase activity was elevated in *N4BP1*^*−/−*^ cells compared to that in *N4BP1*^*+/+*^ cells; this activity was abolished by deletion of the NF-κB binding site, but not deletion of the AP-1 and CEBPb binding sites, from the IL-6 promoter (Fig. 2f). Similarly, a consensus NF-κB binding site, but not an AP-1 binding site, drove increased reporter activity in *N4BP1*^*−/−*^ cells relative to *N4BP1*^*+/+*^ cells (Fig. 2f). Furthermore, the level of the NF-κB inhibitor IκBα was decreased in *N4BP1*^*−/−*^ HEK293T cells compared to that in *N4BP1*^*+/+*^ cells, both at steady state (*t* = 0) and at various times after imposition of translational blockade with cycloheximide (Fig. 2g). Together, these data demonstrate that N4BP1 negatively regulates NF-κB-dependent gene expression in macrophages both before and in response to TLR stimulation.

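Across the conditions, 16 genes were higher in *N4bp1*-/- macrophages without stimulus, after R848 and after LPS. Several act outside the cytokine response: *Ptgs2* and *Ptges* in prostaglandin synthesis, the *C2* and *Cfb* locus and *C3* in complement, *Fn1* and *Thbs1* in the extracellular matrix, *Cd38* in NAD metabolism and *Upp1* in uridine breakdown. The others were *Ccr7*, *Chil1*, *Cxcl5*, *Cyp7b1*, *F11r*, *Pdgfb*, *Serpina3n* and *Sox9*. Markers of other cell types make up part of the set: *Sox9* and *Cyp7b1* are on the list of stromal markers, *Ccr7* on that of dendritic cells, and *Fn1* and *Thbs1* on that of resident peritoneal macrophages. These genes also rise in stimulated *N4bp1*+/+ cells, so they cannot tell a share of other cells from a state of the macrophages. The median change of the 16 genes was 4.00-fold without stimulus, 3.15-fold after R848 and 2.66-fold after LPS. *Chil1* was below 1 FPKM in every group. *Fn1* had a log2 fold change of 1.01 ± 0.749 (standard error) after LPS from the mean FPKM values, whereas the authors' deposited table gives 1.69. *Cd83* and *Ptafr* were lower under all 3 conditions. By the authors' q-value under 0.05, 15 genes were higher under all 3 conditions, without *Upp1*, whose standard error without stimulus exceeds its log2 fold change of 1.48, and 0 were lower under all 3. With Bonferroni adjustment 8 were higher.
The genes called higher overlapped between conditions. Of the 103 genes tested in both, 30 were higher after R848 and 40 without stimulus, and 24 were shared, where independent lists of these sizes would share 11.7. After R848 and LPS, 20 were shared, where independent lists would share 7.63. LPS and the unstimulated state shared 17, against 7.38. The compared groups are separate libraries, and whether they came from the same mice is not given in the sources used here. In all, 60 genes were called higher in at least 1 condition.
The signed log2 fold changes also differed by condition. They were lower after R848 than without stimulus for 80 of 123 genes and lower after LPS for 100, which includes genes below 0 in both, such as *Tfec* (−1.01 after LPS and −0.49 without stimulus). Low values limit these counts. Only 84 genes had at least 1 FPKM in unstimulated *N4bp1*+/+ cells, and errors of both comparisons were available for 103. With a pseudocount of 1 FPKM, for example, the log2 fold change of *Il6* without stimulus was 0.24 in place of 1.39. The 95% interval of the difference lay below 0 for 9 genes after R848 and for 18 after LPS, and above 0 for 2 in each case. In a scaling applied here after the data were seen, values were set relative to the 42 genes of highest FPKM in each condition. These sets differ between conditions. The log2 fold change was then lower after LPS for 72 genes, with a median difference of −0.10 in place of −0.51, and 8 intervals lay below 0. After R848 it was lower for 82 genes under this scaling, with a median difference of −0.20 in place of −0.19. Relative to the 28 genes least induced by the stimuli, it was lower after R848 for 67 genes, with a median difference of −0.054. After LPS it was lower for 89 genes relative to these 28, with a median difference of −0.39 and 11 intervals below 0. *Ccl2* and *Ccl22* were higher in unstimulated *N4bp1*-/- cells and lower in *N4bp1*-/- cells after LPS.
The paper concludes that N4BP1 restrains NF-κB-dependent transcription both at rest and during the response to TLR ligands. In macrophages it draws on RNA-seq and RT-qPCR of NF-κB-dependent genes and on other assays (Fig. 2). These are immunoblots of phosphorylated p65 and IKKα/β, the binding of IKKβ to NEMO, IKK activity and p65 at the *Il6* promoter. In HEK293T cells it draws on NF-κB reporters and IκBα protein. For LPS, the paper reasons that N4BP1 is cleaved by caspase-8 downstream of TRIF (Fig. 5). It draws on immunoblots, with caspase inhibitors and caspase-8 knockdown among them, on TNF release by TRIF-deficient macrophages and on reporters in HEK293T cells.

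**Figure D4:**
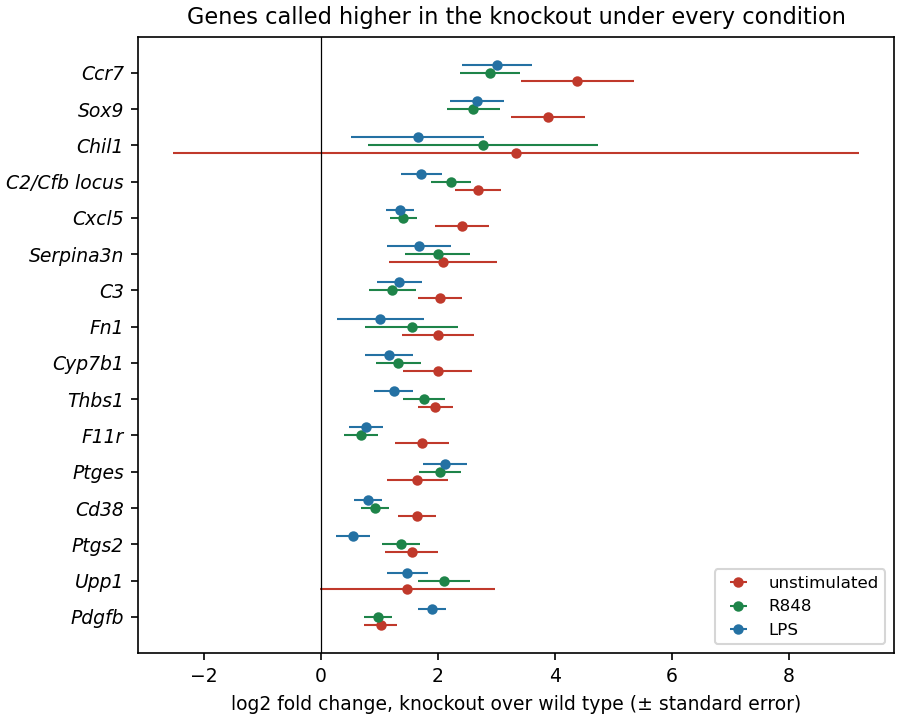
Log2 fold change (*N4bp1*-/- over *N4bp1*+/+) of the 16 genes called higher without stimulus (red), after R848 (green) and after LPS (blue), with bars of ± 1 standard error. Values run from 0.55 for *Ptgs2* after LPS to 4.38 for *Ccr7* without stimulus. The bars of *Chil1* are the widest.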

### N4BP1 associates with NEMO to inhibit NF-κB

To identify the functional target(s) of N4BP1, we co-transfected different NF-κB pathway components, each together with N4BP1, into HEK293T cells. By immunoprecipitation (IP), NEMO was identified as a binding partner of N4BP1 (Fig. 3a). The interaction between endogenous N4BP1 and NEMO was also detected in peritoneal macrophages and was not influenced by cell stimulation with Pam3CSK4 (Fig. 3b).

**Fig. 3:**
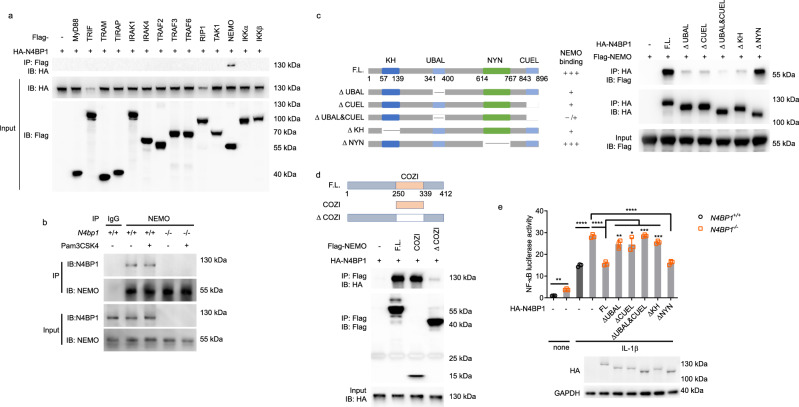
N4BP1 UBA-like and CUE-like domains associate with the NEMO COZI domain to inhibit NF-κB. **a** Immunoprecipitation and immunoblot analysis of the interaction between hemagglutinin (HA)-tagged N4BP1 and Flag-tagged components of the NF-κB pathway in HEK293T cells transfected to overexpress HA-tagged N4BP1 (HA-N4BP1) alone (−) or together with vector encoding Flag-tagged NF-κB pathway components (above lanes). **b** Detection of the endogenous N4BP1-NEMO association in wild-type and *N4bp1*^*−/−*^ peritoneal macrophages stimulated with Pam3CSK4 (+) or left unstimulated (−), assessed by immunoprecipitation with rabbit IgG as a control, or with anti-NEMO, followed by immunoblot analysis with anti-N4BP1 or anti-NEMO. **c**, **d** Mapping the binding regions between HA-N4BP1 and Flag-NEMO. **c** Left, Schematic representation of full-length N4BP1 (F.L.) or N4BP1 deletion mutants and amount of NEMO they bind. Right, immunoprecipitation and immunoblot analysis of the interaction between Flag-NEMO and HA-N4BP1 deletion mutants. **d** Above, schematic representation of NEMO deletion mutants. Below, immunoprecipitation and immunoblot analysis of the interaction between HA-N4BP1 and Flag-NEMO deletion mutants. **e** Above, NF-κB-dependent luciferase reporter activity in wild-type or *N4BP1*^*−/−*^ HEK293T cells transfected with empty vector (−) or vectors encoding the indicated N4BP1 deletion mutants and stimulated with IL-1β or left unstimulated (none). Data points represent independent cultures (*n* = 3 independent transfections of three cultures split from one cell line). Below, immunoblot analysis of HA-N4BP1 or truncation mutants in the pooled, analyzed cells. FL full-length N4BP1. **P = 0.0065, ****P < 0.0001, ****P < 0.0001, **P = 0.005, *P = 0.0303, ***P = 0.0002, ***P = 0.0001, ****P < 0.0001, unpaired, two-tailed Student’s *t* test. Data are representative of two independent experiments (**a**–**e**). Mean ± s.d. plotted in **e**. *P* values are listed in order from left to right. Source data are provided in the Source Data file.

N4BP1 was reported to have a K Homology (KH) domain, putatively capable of RNA binding, near the N-terminus, and a N4BP1, YacP-like nuclease (NYN) domain near the C-terminus^9^. To test whether N4BP1 directly degraded NF-κB-dependent gene mRNA, we treated wild-type and *N4BP1*^*−/−*^ HEK293T cells with IL-1β together with actinomycin D, an inhibitor of transcription. Increased IκBα and IL-8 mRNA levels were observed in *N4BP1*^*−/−*^ cells, however the decay rates were comparable in wild-type and *N4BP1*^*−/−*^ cells (Supplementary Fig. 4a, b). Furthermore, mice with N4BP1 NYN domain mutation Y774H did not affect R848 induced TNF production (Supplementary Fig. 1d). The results suggest that N4BP1 does not function as a nuclease to negatively regulate NF-κB-dependent gene expression.

By searching COLIS^10^ and HHpred (https://toolkit.tuebingen.mpg.de/#/tools/hhpred), we further identified two putative ubiquitin binding domains in N4BP1: a ubiquitin-associated (UBA)-like domain in the middle region of N4BP1 (a.a. 341-400) and a ubiquitin conjugation to ER degradation (CUE)-like domain at the C-terminus (a.a. 843-896; Fig. 3c). To map the region responsible for N4BP1-NEMO association, we generated constructs encoding HA-tagged N4BP1 deletion fragments (Fig. 3c), expressed them in HEK293T *N4BP1*^*−/−*^ cells, and examined the ability of the encoded proteins to bind to NEMO. The KH domain, UBA-like domain, and CUE-like domain were necessary for interaction with NEMO since deletion of any one of them reduced the association between N4BP1 and NEMO (Fig. 3c). The NYN domain in N4BP1 was dispensable for NEMO binding (Fig. 3c). In NEMO, the coil zipper (COZI) domain was necessary and sufficient for binding to N4BP1 (Fig. 3d).

We tested the effect of deletion of the UBA-like domain, CUE-like domain, or the KH domain of N4BP1 on NF-κB-dependent gene expression in *N4BP1*^*−/−*^ HEK293T cells. NF-κB driven luciferase reporter activity was increased in *N4BP1*^*−/−*^ HEK293T cells compared to that in *N4BP1*^*+/+*^ cells at steady state and after IL-1β stimulation (Fig. 3e). Transfection of *N4BP1*^*−/−*^ cells with either full-length N4BP1 or N4BP1 with NYN domain deletion reduced the luciferase activity to levels similar to those in wild-type HEK293T cells after IL-1β stimulation. N4BP1 with KH domain deletion or with one or both ubiquitin-binding domains deleted failed to normalize NF-κB-dependent luciferase activity when expressed in *N4BP1*^*−/−*^ HEK293T cells (Fig. 3e). These findings indicate that the KH domain and ubiquitin-binding domains of N4BP1 are necessary for its association with NEMO and the inhibition of NF-κB.

### N4BP1 inhibits NEMO oligomerization

We next explored the mechanism by which N4BP1 affected the function of NEMO. The UBA-like domain and CUE-like domain are potential sites for ubiquitin binding. Indeed, when incubated in vitro, purified recombinant HA-N4BP1 immunoprecipitated together with K63-linked and linear tetra-ubiquitin chains, but not with K48-linked tetra-ubiquitin chains (Fig. 4a). However, N4BP1 lacking the UBA-like and CUE-like domains (ΔUBAL&CUEL) failed to bind to linear and K63-linked ubiquitin chains (Fig. 4b and Supplementary Fig. 5a). NEMO ubiquitination and NEMO binding to linear ubiquitin chains are both required for NF-κB activation^11,12^. We therefore hypothesized that ubiquitin chains might regulate the interaction between NEMO and N4BP1. We confirmed the direct interaction of purified recombinant Flag-NEMO and HA-N4BP1 proteins by immunoprecipitation (Fig. 4c and Supplementary Fig. 5b). The addition of purified recombinant polyubiquitin chains enhanced in a dose-dependent manner the interaction between NEMO and N4BP1 (Fig. 4c and Supplementary Fig. 5b). These data indicate that linear and K63-linked ubiquitin chains, which bind to both N4BP1 and NEMO, promote N4BP1-NEMO interaction.

**Fig. 4:**
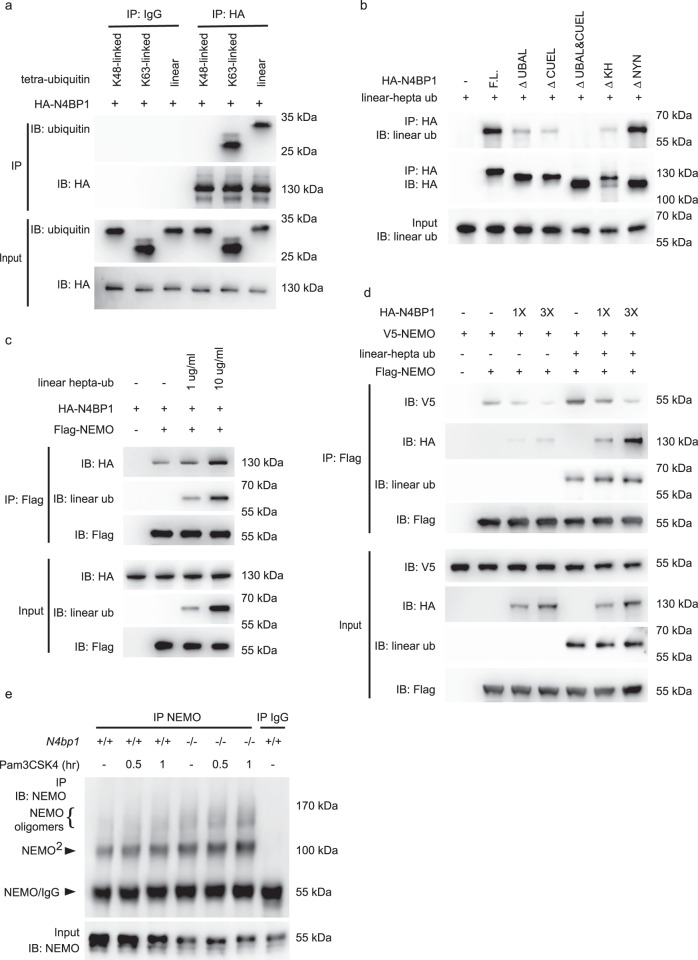
N4BP1 inhibits NEMO homo-oligomerization. **a** Tetra-ubiquitin and purified recombinant HA-N4BP1 were incubated together and subjected to immunoprecipitation with mouse IgG or anti-HA. **b** Linear hepta-ubiquitin was incubated without (-) or with purified recombinant HA-N4BP1 or its domain deletion forms and subjected to immunoprecipitation with anti-HA. **c** Purified recombinant HA-N4BP1 and Flag-NEMO were incubated without (−) or with linear hepta-ubiquitin as indicated, and subjected to immunoprecipitation with anti-Flag. **d** Purified recombinant Flag-NEMO and V5-NEMO were mixed together and then incubated with different amounts of HA-N4BP1 in the presence of linear hepta-ubiquitin or without ubiquitin, and subjected to immunoprecipitation with anti-Flag. **e** Detection of the endogenous NEMO oligomerization in wild-type and *N4bp1*^*−/−*^ peritoneal macrophages, assessed by immunoprecipitation with rabbit IgG as a control, or with anti-NEMO, followed by immunoblot analysis with anti-NEMO. Cells were stimulated with Pam3CSK4 or left unstimulated (−) and treated with 2 mM disuccinimidyl suberate (DSS) for 10 min before collection. Complexes were analyzed by immunoblotting with the indicated antibodies (**a**–**e**). Data are representative of two independent experiments (**a**–**e**). Source data are provided in the Source Data file.

Previous reports have shown that NEMO homo-oligomerization is required for recruitment of IKKα and IKKβ and subsequent NF-κB activation^13,14^. In addition, such oligomerization may be mediated by a C-terminal region of NEMO that overlaps with the binding site for N4BP1^13,15,16^. Thus, we tested whether NEMO-N4BP1 interaction could inhibit NEMO homo-oligomerization. Purified recombinant V5-tagged NEMO immunoprecipitated with Flag-tagged NEMO and this interaction was enhanced in the presence of linear polyubiquitin chains (Fig. 4d). The addition of HA-tagged N4BP1 dose-dependently reduced the amount of V5-NEMO that immunoprecipitated with Flag-NEMO (Fig. 4d). Similar results were observed when K63-linked polyubiquitin chains were substituted for linear polyubiquitin chains in the same experiment (Supplementary Fig. 5c). We also observed more NEMO dimers and oligomers in *N4bp1*^*−/−*^ peritoneal macrophages (Fig. 4e). These findings suggest that N4BP1 blocks NEMO oligomerization by binding to the C-terminal oligomerization domain of NEMO, thereby precluding IKKα/β recruitment and NF-κB activation.

### TRIF-dependent N4BP1 cleavage by caspase-8

TLR proximal signaling pathways differ depending in part on the adapters that serve them, but all converge downstream from TRAF6 to signal activation of MAPKs and NF-κB^17^. To understand how N4BP1 deficiency specifically enhanced NF-κB signaling in response to Pam3CSK4 and R848, but had no effect on NF-κB activation in response to poly(I:C) or LPS, we first examined N4BP1 expression levels in peritoneal macrophages after LPS, Pam3CSK4, R848, and poly(I:C) stimulation. We found that N4BP1 expression decreased by 30 min after LPS treatment, was undetectable at 60 and 120 min after LPS treatment and recovered to barely detectable levels by 180 min after stimulation (Fig. 5a). The LPS-induced downregulation of N4BP1 was not observed in TRIF-deficient (*Trif*^*lps2/lps2*^) macrophages but remained intact in IRAK4-deficient macrophages homozygous for the *otiose* allele, which fail to propagate signals from MyD88 (Fig. 5a). Poly(I:C) stimulation of wild-type macrophages induced N4BP1 downregulation with a similar time course and level of reduction as that induced by LPS (Fig. 5b). In contrast, N4BP1 failed to be downregulated in wild-type macrophages in response to Pam3CSK4 and R848 (Fig. 5b). To summarize, LPS stimulation of wild-type or IRAK4-deficient macrophages, or poly(I:C) stimulation of wild-type macrophages, led to downregulation of N4BP1 expression. Downregulation of N4BP1 was not observed in TRIF-deficient macrophages treated with LPS or in wild-type macrophages treated with Pam3CSK4 or R848. These data indicate that stimulation of TRIF-dependent TLR signaling pathways results in N4BP1 downregulation.

**Fig. 5:**
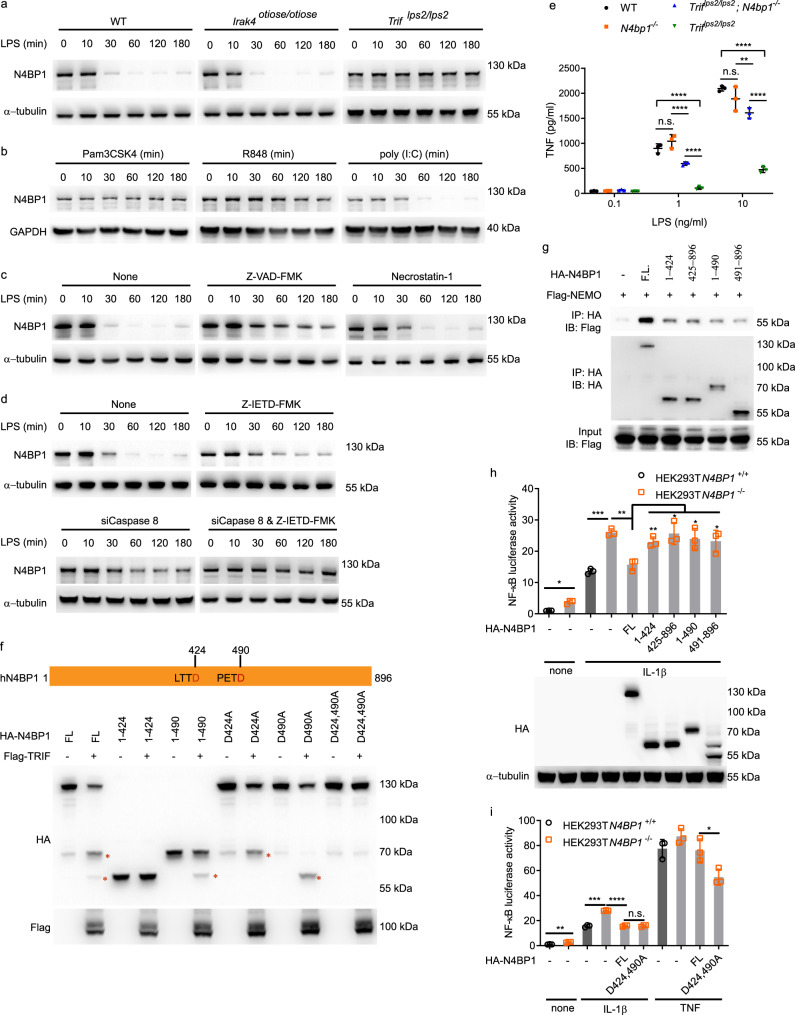
TRIF-dependent cleavage of N4BP1 by caspase-8. **a**–**d** Immunoblot analysis of N4BP1 in wild-type, *Irak4*^*otiose/otiose*^, or *Trif*^*lps2/lps2*^ peritoneal macrophages stimulated with LPS for the indicated times (**a**), in wild-type peritoneal macrophages stimulated with Pam3CSK4 (40 ng/ml), R848 (20 ng/ml), or poly(I:C) for the indicated times (**b**), or in wild-type peritoneal macrophages without or with siRNA-mediated caspase-8 knockdown and pre-treated with Z-VAD-FMK (20 μM), Necrostatin-1 (50 μM), or Z-IETD-FMK (50 μM) for 1 h and then stimulated with LPS for the indicated times (**c**, **d**). 40 pM siCaspase-8 was transfected with Lipofectamine 2000 into the cells 36 h before LPS stimulation (**d**). **e** TNF concentration in the culture medium of wild-type (WT), *N4bp1*^*−/−*^, *Trif*^*lps2/lps2*^*N4bp1*^*−/−*^, or *Trif*^*lps2/lps2*^ peritoneal macrophages treated with LPS at different concentrations (*n* = 3 mice per genotype). ****P < 0.0001, **P = 0.0054, two-way ANOVA and post hoc Tukey test. **f** Immunoblot analysis of HA-N4BP1 or truncation or point mutants of HA-N4BP1 expressed with or without TRIF in HEK293T cells. Asterisks indicate cleaved fragments of N4BP1. **g** Detection of the interaction between HA-N4BP1 or truncation mutants of HA-N4BP1 and Flag-NEMO expressed in HEK293T cells, assessed by immunoprecipitation with anti-HA followed by immunoblot analysis with anti-Flag. **h** Above, NF-κB-dependent luciferase reporter activity in wild-type or *N4BP1*^*−/−*^ HEK293T cells transfected with empty vector (−) or vectors encoding the indicated N4BP1 truncation mutants and stimulated with IL-1β or left unstimulated (none). *n* = 3 independent transfections of three cultures split from one cell line. Below, Immunoblot analysis of HA-N4BP1 or truncation mutants in the pooled, analyzed cells. *P = 0.0138, ***P = 0.0002, **P = 0.0022, **P = 0.0064, *P = 0.0225, *P = 0.0304, *P = 0.0447, unpaired, two-tailed Student’s *t* test. **i** NF-κB-dependent luciferase reporter activity in wild-type or *N4BP1*^*−/−*^ HEK293T cells transfected with empty vector (−) or a vector encoding the indicated N4BP1 mutant and stimulated with IL-1β, TNF, or left unstimulated (none). *n* = 3 independent transfections of three cultures split from one cell line. FL full-length N4BP1. **P = 0.0032, ***P = 0.0008, ****P < 0.0001, *P = 0.0343, unpaired, two-tailed Student’s *t* test. Each symbol represents an individual mouse (**e**) or independent culture (**h**, **i**). Data are representative of two independent experiments (**a**–**i**). Mean ± s.d. plotted in **e**, **h**, **i**. *P* values are listed in order from left to right. Source data are provided in the Source Data file.

We hypothesized that TRIF might direct the downregulation and inhibition of N4BP1. To investigate which pathway(s) might function downstream from TRIF to downregulate N4BP1, we tested whether inhibitors of the proteasome, autophagy, cysteine proteases, or protein translation could block LPS-induced N4BP1 downregulation, but none did so (Supplementary Fig. 6). Neither did the necrosis inhibitor Necrostatin-1 block LPS-induced N4BP1 downregulation (Fig. 5c). However, the pan-caspase inhibitor Z-VAD-FMK successfully blocked N4BP1 downregulation such that N4BP1 was detectable by immunoblot of wild-type macrophage lysates at all time points up to 180 min after LPS stimulation (Fig. 5c). We tested more specific caspase inhibitors and found that Z-IETD-FMK, a caspase-8 inhibitor, abrogated N4BP1 downregulation in response to LPS (Fig. 5d). Furthermore, we confirmed that caspase-8 knockdown inhibited LPS-induced N4BP1 downregulation (Fig. 5d). These data suggest that LPS-induced TRIF-dependent signaling activates caspase-8 to cleave N4BP1, resulting in reduced levels of full-length N4BP1. This is consistent with a previous report that TRIF but not MyD88 activates caspase-8^18^.

To further probe the functional relationship between TRIF and N4BP1, we tested the effect of N4BP1 deficiency on LPS-induced TNF production by *Trif*^*lps2/lps2*^ macrophages. We observed increased TNF production by *Trif*^*lps2/lps2*^*N4bp1*^*−/−*^ cells compared to *Trif*^*lps2/lps2*^ cells, consistent with the hypothesis that TRIF signaling inhibits N4BP1 (Fig. 5e). As expected, wild-type and *Trif*^*lps2/lps2*^ macrophages produced similar amounts of TNF in response to Pam3CSK4 or R848 stimulation, and N4BP1 deficiency significantly increased those amounts (Supplementary Fig. 7a, b). Since TLR3 signaling is fully dependent on TRIF, no TNF production was detected in either *Trif*^*lps2/lps2*^*N4bp1*^*−/−*^ or *Trif*^*lps2/lps2*^ macrophages after poly(I:C) stimulation (Supplementary Fig. 7c). These data support the conclusion that TRIF-dependent signaling leads to inhibition of N4BP1.

TNF also induces caspase-8 activation^19^, and we indeed observed N4BP1 downregulation after we treated peritoneal macrophages with TNF but not with IL-1β (Supplementary Fig. 7d, e). In line with these findings, IL-1β but not TNF induced more *Il6* and *Tnf* mRNA expression in *N4bp1*^*−/−*^ macrophages than in wild-type macrophages (Supplementary Fig. 7f, g).

Caspase-8 preferentially cleaves protein and peptide substrates immediately after D residues in ‘XEXD’ and ‘LETD’ motifs, respectively, where ‘X’ represents any residue^20^. By scanning the human N4BP1 protein sequence, we identified two putative caspase-8 cleavage sites (LTTD_424_ and PETD_490_), which were also present in the mouse protein sequence. To investigate whether N4BP1 is cleaved at one or both sites in a TRIF-dependent manner, we expressed HA-tagged N4BP1 with or without Flag-tagged TRIF in HEK293T cells and immunoblotted the cell lysates for HA-N4BP1. In addition to the full-length protein, two N4BP1 fragments were detected in lysates of cells expressing HA-N4BP1 and Flag-TRIF, and these fragments corresponded in size to the 424-aa and 490-aa products expected to result from caspase-8 cleavage (Fig. 5f, lanes 1–6). A D424A mutation abrogated the 424-aa cleavage product while preserving the 490-aa product (Fig. 5f, lanes 7–8). An analogous outcome resulted from a D490A mutation (Fig. 5f, lanes 9–10). Mutation of both D424 and D490 to alanine blocked detectable TRIF-dependent N4BP1 cleavage (Fig. 5f, lanes 11–12). We also observed that HA-N4BP1 cleavage products immunoprecipitated reduced amounts of Flag-NEMO compared to full-length HA-N4BP1 (Fig. 5g), and could not reduce NF-κB driven luciferase activity to a normal level when expressed in *N4BP1*^*−/−*^ HEK293T cells (Fig. 5h). When N4BP1 with D424A and D490A mutations was expressed in *N4BP1*^*−/−*^ HEK293T cells, it functioned the same as wild-type N4BP1 in reducing IL-1β induced NF-κB driven luciferase activity; in contrast, it diminished the luciferase response induced by TNF as compared to wild-type N4BP1 (Fig. 5i). Taken together, these results suggest that when activated during TRIF-dependent TLR signaling and TNF signaling, caspase-8 cleaves N4BP1 after D424 and/or D490. These cleavage events inactivate N4BP1 and reduce its binding to NEMO, resulting in unrestricted IKK complex formation and NF-κB activation.

### N4BP1 limits TRIF-independent NF-κB activation in vivo

To assess the role of N4BP1 as a checkpoint for TRIF-dependent and -independent TLR signaling in vivo, we intravenously injected wild-type and *N4bp1*^*−/−*^ mice with CpG or LPS and measured systemic cytokine responses. Three hours after CpG injection, the serum of *N4bp1*^*−/−*^ mice had a significantly higher concentration of IL-6 than did wild-type serum (Fig. 6a). However, we did not detect appreciable differences between *N4bp1*^*−/−*^ and wild-type mice in serum IL-6 concentration after LPS administration (Fig. 6b). These results were consistent with our previous observation that *N4bp1* deficiency enhanced TRIF-independent signaling.

**Fig. 6:**
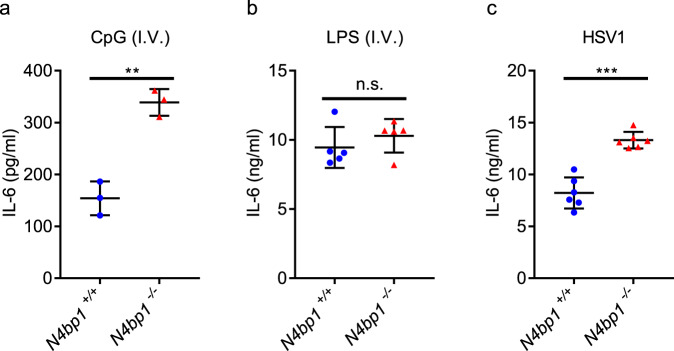
Enhanced response of *N4bp1*^−/−^ mice to in vivo CpG and HSV1 stimulations. **a**–**c** Serum concentration of IL-6 in age-matched wild-type and *N4bp1*^*−/−*^ mice intravenously (i.v.) injected with **a** CpG (*n* = 3 mice per genotype), **P = 0.0019, **b** LPS (*n* = 5 mice per genotype), or **c** HSV1 (*n* = 6 mice per genotype), ***P = 0.0001. Each symbol **a**–**c** represents an individual mouse. Unpaired, two-tailed Student’s *t* test. Data are representative of two independent experiments (mean ± s.d.). Source data are provided in the Source Data file.

The recognition of herpes simplex virus 1 (HSV1) via TLRs (notably TLR9) and cytosolic receptors^21^ initiates signaling leading to NF-κB activation. After infection with a non-lethal dose of HSV1, we monitored serum IL-6 in wild-type and *N4bp1*^*−/−*^ mice. Six hours after infection, *N4bp1*^*−/−*^ mice had significantly elevated serum concentrations of IL-6 compared to wild-type mice (Fig. 6c). Together, these results provide in vivo evidence that N4BP1 attenuates NF-κB activation.

## Discussion

N4BP1 was first identified as a NEDD4-binding protein^22^, and later as an inhibitor of the E3 ligase Itch, thereby stabilizing cell death regulators such as p73α and c-Jun^23^. N4BP1 interacts with K63-linked polyubiquitinated proteins including NEMO, A20, ABIN-1, and ABIN-2^24^. In 2011, N4BP1 was implicated as a negative regulator of NF-κB, although no mechanism was reported^25^. Most recently N4BP1 was shown to interact with the deubiquitinating enzyme CEZANNE^26^, which stabilizes TRAF3. When *N4BP1* was mutated in neuroblastoma cells, Spel et al.^26^ observed decreased TRAF3 expression resulting in enhanced canonical and noncanonical NF-κB signaling^27,28^. Furthermore, *Traf3* deficient cells produced elevated amounts of both TRIF-dependent and TRIF-independent proinflammatory cytokines^27,28^. However, we found normal expression levels of TRAF3 in *N4bp1*^*−/−*^ cells and normal TNF and IL-6 responses by *N4bp1*^*−/−*^ macrophages to LPS and poly(I:C), raising the possibility that N4BP1 may fulfill distinct functions in macrophages vs. transformed neural cells, or that the effect of N4BP1 deficiency on NF-κB signaling in neuroblastoma cells may be independent of TRAF3.

Using unbiased phenotypic screening, we identified N4BP1 as an inhibitor of innate immune signaling mediated by TRIF-independent TLRs. Thus, N4BP1 deficiency resulted in excessive secretion of TNF and other NF-κB-dependent cytokines in response to ligands for TLR2/TLR1, TLR7, and TLR9, but not ligands for TLR3 and TLR4. We demonstrated that the basis for this specificity is the TRIF-dependent activation of caspase-8, which cleaves and inactivates N4BP1. The synergistic effect of activation of TLR3 or TLR4 on cytokine production and NF-κB pathway activation induced by simultaneous stimulation of another TLR^29–31^ may be mediated in part by TRIF-initiated degradation of N4BP1. Extensive biochemical analyses demonstrated that N4BP1 inhibits TRIF-independent signaling through inhibition of NF-κB activation; N4BP1 binds to and blocks the oligomerization of NEMO that is necessary for activation of the IKK complex. Our finding that linear and K63-linked polyubiquitin chains enhanced the interaction between N4BP1 and NEMO demonstrates a previously unknown function for polyubiquitination in the regulation of NF-κB signaling.

The inactivation of N4BP1 specifically when TLR3 or TLR4 are engaged by their ligands (respectively dsRNA or LPS) implies a shared signaling need that is met by cleavage of N4BP1. While amplification of NF-κB signaling is one purpose of N4BP1 cleavage, another intriguing possibility involves the NYN domain (aa 491-896), characterized by a protein fold common to RNases of the PIN (PilT N-terminal) and FLAP/5′-3′ exonuclease superfamilies^32^. A PIN-like functional RNase domain is found in the innate immune regulator Zc3h12a, where it is important for IL-6 and IL-12 p40 mRNA decay following TLR stimulation^33^. Because the cleavage of N4BP1 by caspase-8 would leave the NYN domain intact, it is possible that the putative RNase activity of the NYN domain-containing fragment contributes to antiviral defense, acting in conjunction with the type I IFN response induced by TLR3, consistent with a recent report^34^. It has previously been suggested that the ancestral ligand specificity of TLR4 may have been for viral proteins^35^, since TLR4, like TLR3, is capable of recruiting and activating TRIF and therefore type I interferon responses (best suited to antiviral defense rather than antibacterial defense); TLR4 retains the ability to recognize certain viral proteins^36^. Immune responses to viruses detected by TRIF-independent TLRs, in contrast, appear to benefit from N4BP1 deficiency. We found that mice lacking N4BP1 were more capable than their wild-type littermates of coping with at least one such viral challenge (HSV1). Insofar as they show exaggerated innate immune responses but are not overtly suffering from autoimmunity or inflammatory disease, pharmacologic inhibition of N4BP1 might have useful applications, for example, in the improvement of vaccine responses or as an adjunct to checkpoint inhibitors in the treatment of neoplastic diseases.

In addition to TRIF-dependent TLR signaling, we also found that TNF signaling overcomes N4BP1-mediated inhibition of NF-κB. These pathways have in common the activation of caspase-8, suggesting that caspase-8 is a general switch controlling the strength of NF-κB signaling. These data also suggest that other pathways that activate caspase-8 may amplify NF-κB-dependent gene expression by inactivating N4BP1. MALT1 was also reported to cleave N4BP1 in T cells, suggesting that distinct proteases may be induced to cleave N4BP1 in a cell type- and/or ligand-specific manner^34^. In view of the requirement for caspase-8 for normal T cell and B cell proliferation and homeostasis in conditional knockout mice^37,38^ and our finding that N4BP1 is also similarly required, we conclude that in some cases the two proteins must function independently, or that the cleavage of N4BP1 promotes event(s) that are needed for lymphocyte homeostasis. Mice lacking N4BP1 have fewer T cells in the peripheral blood, affecting both CD4^+^ and CD8^+^ cells, especially those with a naïve phenotype. While T lymphopenia has not been studied in detail, it might result from activation-induced cell death (presumably T cell-intrinsic), or as a compensatory response to the altered cytokine environment (presumably T cell-extrinsic). Adoptive transfer studies might be used to distinguish between these possibilities.

While this manuscript was in revision, Gitlin et al.^39^ reported similar findings showing that N4BP1 negatively regulates cytokine responses induced by TRIF-independent TLRs and that N4BP1 cleavage by caspase-8 contributes to the licensing effect of TNF on cytokine responses to TRIF-independent TLR activation. Beyond this, we show the mechanism by which N4BP1 negatively regulates cytokine responses involves binding to and inhibiting NEMO oligomerization, consequently preventing NF-κB activation. The mild inflammation observed in *N4bp1*^*−/−*^ mice^39^ supports our observation of constitutive NF-κB inhibition by N4BP1 in the absence of caspase-8 activation (Fig. 2a, b).

## Methods

### Mice

In total, 8- to 12-week-old male and female mice (*Mus musculus*) on a pure C57BL/6J background were used in experiments. Male C57BL/6J mice purchased from The Jackson Laboratory were mutagenized with *N*-ethyl-*N*-nitrosourea as described^40^. Mutagenized G0 males were bred to C57BL/6J females, and the resulting G1 males were crossed to C57BL/6J females to produce G2 mice. G2 females were backcrossed to their G1 sires to yield G3 mice, which were screened for phenotype. Whole-exome sequencing and mapping were performed as described^41^. *N4bp1*^*acorn*^, *N4bp1*^*stash*^, *N4bp1*^*walnut*^, *N4bp1*^*winter*^, and *Ticam1*^*lps2*^ (*Trif*^*lps2*^) mutant strains were generated by mutagenesis with *N*-ethyl-*N*-nitrosourea and are described online (mutagenetix.utsouthwestern.edu). They are available from the Mutant Mouse Resource and Research Centers: *N4bp1*^*acorn*^ (044669-MU), *N4bp1*^*stash*^ (045264-MU), *N4bp1*^*walnut*^ (038940-MU), and *N4bp1*^*winter*^ (042505-MU). *Ticam1*^*lps2*^ is available from JAX (005037).

All experimental procedures using mice were approved by the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center and were conducted in accordance with institutionally approved protocols and guidelines for animal care and use. All mice were bred and housed at the University of Texas Southwestern Medical Center animal facility in accordance with institutionally approved protocols. Mice were housed at 22 °C with a 12-h light/12-h dark cycle. Animals were fed ad libitum with standard chow diet (2016 Teklad Global 16% Protein Rodent Diet) and fresh autoclaved water.

### Generation of *N4bp1*^*−/−*^ mice and cells

CRISPR-Cas9-mediated gene targeting system was used to generate *N4bp1* knockout (KO) alleles. Female C57BL/6J mice were superovulated by injection of 6.5 U pregnant mare serum gonadotropin (Millipore), followed by injection of 6.5 U human chorionic gonadotropin (Sigma-Aldrich) 48 h later. The superovulated mice were subsequently mated overnight with C57BL/6J male mice. The following day, fertilized eggs were collected from the oviducts and in vitro-transcribed Cas9 mRNA (50 ng/μl) and N4bp1 small base-pairing guide RNA (50 ng/μl; 5′-TATCAAGGGGATCTGCGAGC-3′) were injected into the cytoplasm or pronucleus of the embryos. The injected embryos were cultured in M16 medium (Sigma-Aldrich) at 37 °C in 95% air plus 5% CO_2_. To produce mutant mice, two-cell stage embryos were transferred into the ampulla of the oviduct (10–20 embryos per oviduct) of pseudopregnant Hsd:ICR (CD-1) female mice (Harlan Laboratories). Chimeric mutant mice were first crossed with C57BL/6J mice and their offspring were intercrossed for the generation of *N4bp1*^*−/−*^ mice. 

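Mouse *N4bp1* (ENSMUSG00000031652.11) lies on the minus strand of chromosome 8, from 86808160 to 86885258 in GRCm38 (GENCODE release M21). Transcript ENSMUST00000034074.7 has 7 exons and encodes 893 amino acids. Exon 2 runs from 86860426 to 86862110, is 1685 nucleotides long and is coding throughout. The guide sequence TATCAAGGGGATCTGCGAGC matches exon 2 from 86862086 to 86862105 and is followed by the PAM CGG. In the direction of the transcript, the reference around it reads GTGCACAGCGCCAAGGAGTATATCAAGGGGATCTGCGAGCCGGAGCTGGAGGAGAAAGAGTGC. The bases GCGA in this stretch lie at 86862088 to 86862091 and span the expected Cas9 cut. Removing these 4 bases changes the reading frame in codon 73. The frame then runs for 24 further codons, which gives a predicted product of 97 amino acids. The start codon lies in exon 1, upstream of the site. The sequencing primer AAACTGCTGAATGTGACTCC matches exon 2 from 86861898 to 86861917, which leaves 170 bases between it and the deletion. These positions come from the reference, and no reads across the site were analysed here.

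**Figure D5:**
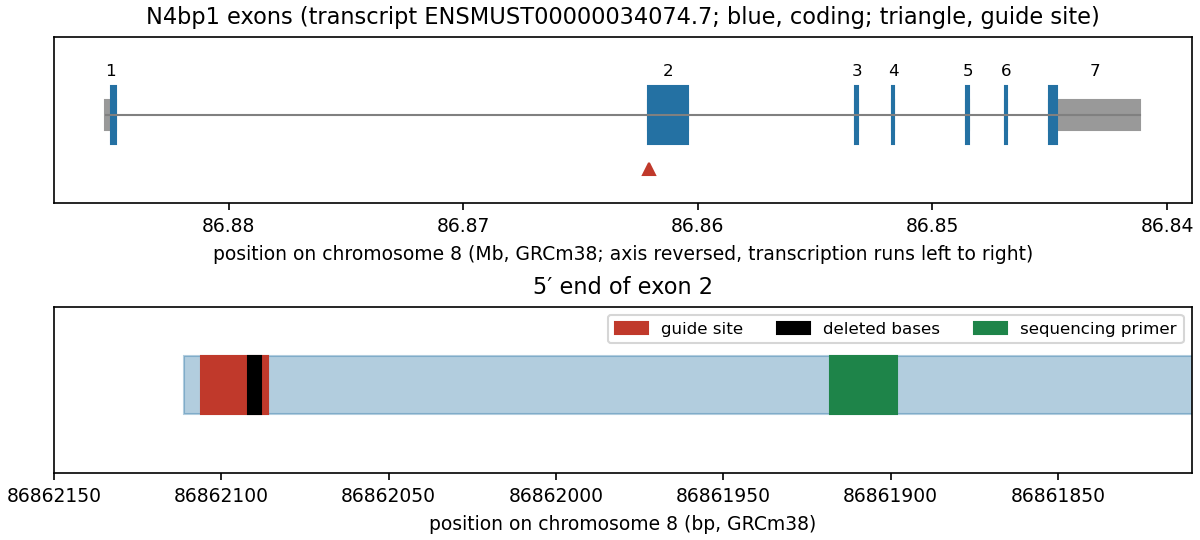
Exons of *N4bp1* on chromosome 8 (top; blue, coding; gray, untranslated; red triangle, guide site) and the 5′ end of exon 2 (bottom) with the guide site (red), the 4 deleted bases (black) and the sequencing primer (green), to scale in GRCm38 coordinates. The axes are reversed so that transcription runs from left to right.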

*N4bp1*^*−/−*^ mice have a four–base pair deletion (italics) in *N4bp1* exon 2 (AGATCCCCTT *GCGA* GCCGGAGCTGGA). The *N4bp1*^*−/−*^ mice were genotyped by capillary sequencing with 5′-CTGGTGAATTGGTCTAACTTTGTC-3′ and 5′-AAACTGCTGAATGTGACTCC-3′ as the PCR primers and 5′-AAACTGCTGAATGTGACTCC-3′ as the sequencing primer.

For generation of *N4BP1*^*−/−*^ HEK293T or THP1 cells, cells were infected with lentivirus (lentiCRISPR v2) encoding sgRNA 5′-CACGCCTTGTTCTCCACTGA-3′ and Cas9. After puromycin selection, single cells were selected for subculture and immunoblotting was used to confirm knockout of N4BP1 expression. For reconstitution of *N4BP1*^*−/−*^ cells with full-length N4BP1 or its truncation mutants, lentiviral vector pBOBI cs2.0 N-HA harboring CRISPR-resistant sequence 5′-CTGTATTTGTgCCaCAaTGGAG-3′ (without changing amino acids) was used.

### Reagents

A complete list of primer sequences is shown in Supplementary Table 1. Ultra-pure LPS, Pam3CSK4, poly(I:C), R848, and IM-54 were obtained from Enzo Life Sciences. Z-IETD-FMK, recombinant mouse TNF, IL-1β, IFNγ, and human IL-1β were from R&D Systems. Disuccinimidyl suberate (DSS) was from Pierce. Cycloheximide (CHX), Z-VAD-FMK, Caspase-3/7 Inhibitor I, Actinomycin D, Bafilomycin A1, E-64, and 3-Methyladenine (3-MA) were from Sigma. Necrostatin-1 was from Abcam. MG132 was from EMD Millipore. cDNAs encoding N4BP1 and NEMO were amplified by standard PCR techniques and were subsequently inserted into mammalian expression vectors. All point mutations were introduced with a QuickChange II XL site-directed mutagenesis kit (Agilent Technologies). All constructs were confirmed by sequencing. Recombinant K48-linked, K63-linked, and linear tetra-ubiquitin were obtained from LifeSensors. Caspase-8 siRNA was from Dharmacon. Antibodies to the following were used: mouse N4BP1 (EPNCIR118, 1:1000), human N4BP1 (ab209103, 1:1000), and NEMO (EPR16629, 1:1000) (Abcam); HA (6E2, HRP conjugate, 1:1000), GAPDH (8884, 1:2000), p65 (D14E12, 1:1000), p-p65 (93H1, 1:1000), p-IKKα/β (16A6, 1:1000), IκBα (L35A5, 1:1000), p-p38 (4511, 1:1000), p-c-Jun (D47G9, 1:1000), Histone H3 (9715, 1:2000), and GAPDH (D16H11, 1:2000) (Cell Signaling Technology); Flag (M2, 1:5000), V5 (V8012, 1:2000), β-actin (A2228, 1:2000) and α-tubulin (T6199, 1:2000) (Sigma-Aldrich); Acetyl-Histone H4 (PA5-40084, 1:1000, Invitrogen); Linear ubiquitin (LUB9, 1:1000, Millipore); K63-polyubiquitin (BML-PW0600, 1:1000, ENZO Life Sciences). Primary antibodies used for flow cytometry were: CD3ε (clone 145-2C11, 1:100), CD4 (clone RM4-5, 1:200), CD8α (clone 53-6.7, 1:200), B220 (CD45R, clone RA3-6B2, 1:200), NK-1.1 (clone PK136, 1:200), CD44 (clone IM7, 1:300), CD62L (clone MEL-14, 1:300), CD11c (clone HL3, 1:200), CD11b (clone M1/70, 1:200), F4/80 (clone BM8, 1:200), and CD16/32 (Clone 2.4G2, 1:200) (BD Biosciences).

None of the cell lines used (THP1 and HEK293T) are listed in the database of commonly misidentified cell lines maintained by the International Cell Line Authentication Committee and National Center for Biotechnology Information BioSample.

### Isolation and culture of macrophages and dendritic cells

Macrophages were elicited by intraperitoneal injection of 2 ml BBL thioglycollate medium, brewer modified (4%; BD Biosciences), and recovered 4 days later by peritoneal lavage with 5 ml phosphate-buffered saline (PBS). The peritoneal macrophages were cultured at 37 °C in 95% air and 5% CO_2_ in DMEM cell culture medium (DMEM containing 10% FBS (BioFluid), 1% penicillin and streptomycin (Life Technologies)). Mouse bone marrow-derived macrophages were collected by flushing of bone marrow cells from femurs and tibiae of mice. These cells were cultured for 7 days in DMEM cell culture medium containing 40 ng/ml macrophage colony-stimulating factor (M-CSF) (PeproTech). For the generation of bone marrow-derived dendritic cells, bone morrow cells were cultured in Petri dishes in 10 ml DMEM cell culture medium containing 20 ng/ml of mouse granulocyte-macrophage colony-stimulating factor (GM-CSF) (R&D Systems). On day 3 of culture, this was replaced with fresh medium containing GM-CSF. Loosely adherent cells were transferred to a fresh Petri dish and cultured for an additional 4 days.

### Measurement of cytokine production

Cells were seeded onto 96-well plates at a density of 1 × 10^5^ cells per well and then were stimulated as follows: Pam3CSK4 (40 ng/ml), R848 (20 ng/ml), LPS (10 ng/ml), or poly(I:C; 100 μg/ml) for 4 h or as indicated. THP1 cells were stimulated with Pam3CSK4 (100 ng/ml), R848 (100 ng/ml), and LPS (10 ng/ml) for 4 h. Cytokine concentrations in the supernatants were measured with ELISA kits for human TNF, mouse IL-6, and TNF (eBioscience).

### Immunoblotting

Cells or tissues (with homogenization) were lysed in RIPA buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% vol/vol NP-40, 0.5% wt/vol sodium deoxycholate, 0.1% wt/vol SDS, 1 mM dithiothreitol, plus Halt™ Protease, and Phosphatase inhibitor Cocktail (Thermo Scientific)) immediately before use, and protein contents were determined by BCA assay (Thermo Scientific). In some cases, cells were directly lysed in 1X SDS sample buffer (50 mM Tris-Cl, pH 6.8, 2% wt/vol SDS, 5% vol/vol β-mercaptoethanol, 0.1% wt/vol bromophenol blue, and 10% vol/vol glycerol). Equal amounts (~20 μg) of protein extracts were separated by electrophoresis on 4–12% NuPAGE Bis-Tris Mini Gels (Invitrogen) and then transferred to nitrocellulose membranes (Bio-Rad). The membrane was blocked for 1 h in Tris-buffered saline containing 0.1% vol/vol Tween 20 and 5% wt/vol non-fat milk and then probed with various primary antibodies overnight, followed by secondary antibodies conjugated to horseradish peroxidase. The immunoreactivity was detected with SuperSignal West Dura Chemiluminescent Substrate (Thermo Scientific).

### Immunoprecipitation

Cells were lysed in cold NP-40 lysis buffer (1% vol/vol NP-40, 50 mM Tris-HCl, pH 7.4, and 150 mM NaCl) supplemented with Halt™ Protease and Phosphatase inhibitor Cocktail. HA-tagged proteins were immunoprecipitated with anti-HA and ChIP-Grade Protein G Magnetic Beads (Cell Signaling Technology). Flag-tagged proteins were immunoprecipitated with Anti-FLAG M2 Magnetic Beads (Sigma-Aldrich). For the endogenous interaction assay, macrophages were lysed with NP-40 lysis buffer with protease inhibitors. The cell lysates were incubated overnight at 4 °C with NEMO antibody and ChIP-Grade Protein G Magnetic Beads (Cell Signaling Technology).

### Chromatin immunoprecipitation

Cells were stimulated with Pam3CSK4 (40 ng/ml) for 1 h. ChIP was conducted using SimpleChIP kit (Cell Signaling Technology) according to the manufacturer’s protocol. IL-6 promoter primers were the following: 5′-AATGTGGGATTTTCCCATGA-3′ (Forward) and 5′-GCTCCAGAGCAGAATGAGCTA-3′ (Reverse). ChIP samples were analyzed by real-time qPCR with the SYBR-Green Master Mix system (Life Technologies).

### Reporter analysis

Wild-type or *N4BP1*^*−/−*^ HEK293T cells seeded on 24-well plates were transiently transfected with 100 ng of the luciferase reporter plasmid together with a total of 800 ng of various expression plasmids or empty control plasmids. As an internal control, 10 ng of pRL-SV40 was transfected simultaneously. 24 h after transfection, the cells were stimulated with IL-1β (50 ng/ml) for 8 h. Dual luciferase activity in the total cell lysates was quantified (Promega).

### RNA sequencing

Peritoneal macrophage total RNA was isolated with RNeasy Plus Mini Kit (Qiagen) and mRNA libraries were prepared with KAPA Stranded mRNA-Seq Kit (KK8420, KAPA Biosystems). Libraries were sequenced on the Illumina HiSeq 2500 in a 100 × 100 PE run. After sequencing, reads were aligned using tophat2 (v 2.0.10). After transcript assembly with cufflinks, differential gene expression was analyzed using cuffdiff (v 2.2.1).

### Quantitative real-time PCR

Total RNA was isolated from cells using the RNeasy RNA extraction kit (Qiagen), and cDNA synthesis was performed using 1 μg of total RNA (iScript, Bio-Rad). qPCR was performed with the gene-specific primers listed in Supplementary Table 1.

### In vitro binding assay

Tagged NEMO and N4BP1 and its domain deletion forms were overexpressed in HEK293T cells. Fresh lysates from these HEK293T cells were prepared with RIPA lysis buffer and sonication. Soluble lysates were immunoprecipitated and eluted with Flag, HA, or V5 peptides (Sigma). The eluate was run on a gel-filtration chromatography column (Superdex 200 Increase 10/300 GL; GE Healthcare) in assay buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl and 1 mM dithiothreitol). Peak fractions were concentrated with Amicon Ultra 10 K filtration units (Millipore). The recombinant proteins were incubated with or without K63-linked, or linear tetra or hepta-ubiquitin in assay buffer for 2 h at 4 °C.

### In vivo challenge with CpG and LPS

Age- and sex-matched mice were challenged by intravenous injection of CpG (2 μg premixed with 15 μl DOTAP (Roche) in DPBS) or LPS (2 μg per mouse). In all, 2 (for LPS) or 3 h (for CpG) after the injection, mice were bled from the retro-orbital sinus, and the concentration of IL-6 in the serum was assayed by ELISA.

### HSV-1 infection

Age-matched mice were infected with HSV-1 (strain KOS, prepared and provided by the laboratory of Z. J. Chen, University of Texas Southwestern Medical Center, Dallas, TX) at 10^6^ PFU per mouse via intravenous injection. IL-6 in the serum was assayed 6 h after infection by ELISA. Body weight of the infected mice was monitored daily for 9 days.

### Flow cytometry

Equal amounts of blood were collected in Minicollect Tubes (Mercedes Medical) and centrifuged at 700 g for separation of serum, and red blood cells remaining in the serum were lysed using RBC lysis buffer (eBioscience) before staining of immune cells and flow cytometry analysis. Cells were incubated with monoclonal antibody to CD16/32 and were labeled for 1 h at 4 °C using fluorochrome-conjugated monoclonal antibodies to mouse CD3ε, CD4, CD8α, CD44, CD62L, B220, NK1.1, CD11b, F4/80, and CD11c. Counting beads (Invitrogen) were added to the samples before collecting data. The cell populations were gated as illustrated in Supplementary Fig. 8. Data were acquired using an LSRFortessa Cell Analyzer (BD Biosciences).

### Nuclear-cytoplasmic fractionation

Peritoneal macrophages were stimulated with Pam3CSK4 for the indicated time periods. Nuclear-cytoplasmic fractionation was conducted using the NE-PER Nuclear and Cytoplasmic Extraction Reagents kit (Thermo Fisher Scientific) according to the manufacturer’s protocol.

### In vitro IKK kinase assay

Peritoneal macrophages were untreated or stimulated with Pam3CSK4 for 30 min. Cells were collected and lysed in cold NP-40 lysis buffer (1% vol/vol NP-40, 50 mM Tris-HCl, pH 7.4, and 150 mM NaCl) supplemented with Halt™ Protease and Phosphatase inhibitor Cocktail. The same amount of protein was immunoprecipitated with anti-NEMO and ChIP-Grade Protein G Magnetic Beads (Cell Signaling Technology). The IKKα/β kinase activity in the IP complex was tested by using IKKβ Kinase Enzyme Kit (Promega) and following the manufacturer’s instructions.

### Statistical analysis

Comparisons of differences were between two unpaired experimental groups in all cases. An unpaired *t*-test (Student’s *t* test) is appropriate and was used for such comparisons. One-way or two-way ANOVA with post hock Tukey test was applied to experiments with three or more groups. The *P* values of association between genotype and phenotype detected in screening of ENU-mutagenized mice were calculated using a likelihood ratio test from a generalized linear model or generalized linear mixed effect model and Bonferroni correction applied^41^. The phenotypic performance of mice (C57BL/6J) and primary cells of these mice is expected to follow a normal distribution, as has been observed in large data sets from numerous phenotypic screens conducted by our group. Variation within each data set obtained by measurements from mice or primary cells was assumed to be similar between genotypes since all strains were generated and maintained on the same pure inbred background (C57BL/6J); experimental assessment of variance was not performed.

The statistical significance of differences between experimental groups was determined with GraphPad Prism 7 software and the Student’s *t* test (unpaired, two-tailed). A *P* value of <0.05 was considered statistically significant. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. No pre-specified effect size was assumed, and in general three mice or more for each genotype or condition were used in experiments; this sample size was sufficient to demonstrate statistically significant differences in comparisons between two unpaired experimental groups by an unpaired *t*-test. The investigator was not blinded to genotypes or group allocations during any experiment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

RNA-seq data have been deposited in the GEO repository under accession code GSE165916. All other data are available in the main article or the Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: N4BP1 negatively regulates NF-κB by binding and inhibiting NEMO oligomerization
**Source:** Nat Commun. 2021 Mar 2;12:1379. doi: 10.1038/s41467-021-21711-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

N4BP1 negatively regulates NF- κ B by binding and inhibiting NEMO oligomerization

Hexin Shi¹, Lei Sun¹, Ying Wang¹, Aijie Liu¹, Xiaoming Zhan¹, Xiaohong Li¹, Miao Tang¹, Priscilla Anderton¹, Sara Hildebrand¹, Jiexia Quan¹, Sara Ludwig¹, Eva Marie Y. Moresco¹, Bruce Beutler^{1*}

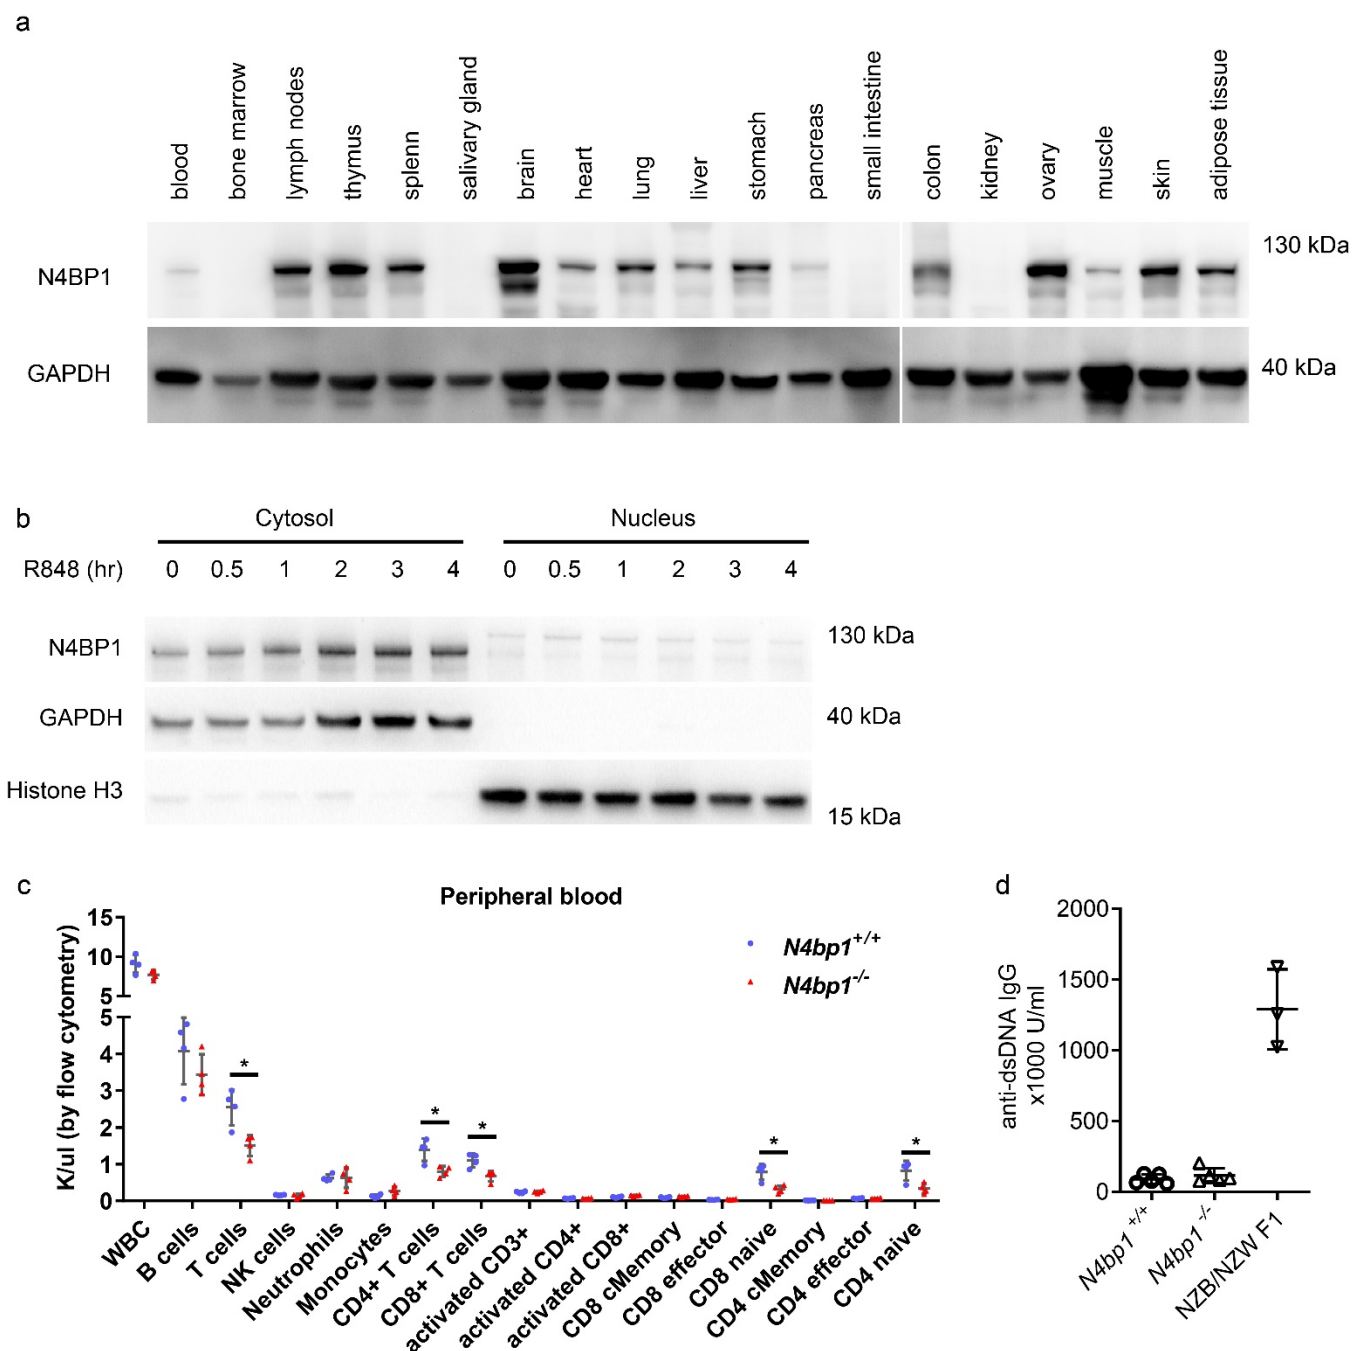

Supplementary Figure 2. N4BP1-expressing tissues, and immune cell populations in peripheral blood and dsDNA antibodies in *N4bp1*^{-/-} mice. **a, b**, Immunoblot analysis of N4BP1 expression in different tissues (**a**) or cellular compartments of peritoneal macrophages (**b**). **c**, Quantification of lymphoid and myeloid cells analyzed by flow cytometry in the peripheral blood of wild-type and *N4bp1*^{-/-} mice (n=4 mice per genotype). *P=0.0104, *P=0.0125, *P=0.0113, *P=0.0101, *P=0.0177, unpaired, two-tailed Student's *t*-test. **d**, Serum concentration of anti-dsDNA in wild-type and *N4bp1*^{-/-} mice (n=5 mice per genotype). NZB/NZW F1 mice were used as positive controls (n=3 mice). Each symbol (**c,d**) represents an individual mouse. Data are representative of two independent experiments (**a-d**). Mean ± s.d. plotted in **c,d**. *P* values are listed in order from left to right. Source data are provided in the Source Data file.

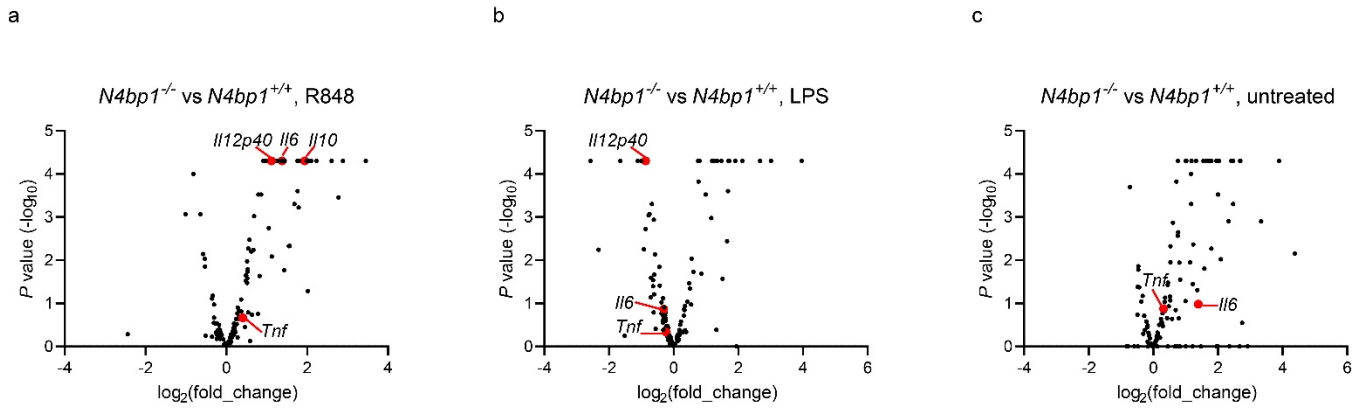

Supplementary Figure 3. RNAseq for *N4bp1*^{+/+} and *N4bp1*^{-/-} peritoneal macrophages. a-c, Comparative analysis of expression levels of 124 NF- κ B-dependent genes measured by RNA sequencing in *N4bp1*^{+/+} vs. *N4bp1*^{-/-} peritoneal macrophages stimulated with R848 (**a**), LPS (**b**) or without any stimulation (**c**). Cells were collected from two mice for each condition. Experiment was performed once. Source data are provided in the Source Data file.

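Each of the 3 comparisons gives, for every gene, the mean FPKM of each genotype with the authors' fold change and test. The genes span a wide range of expression. In *N4bp1*+/+ cells the mean FPKM ran from 0.0135 to 229.9 without stimulus, from 0.0871 to 2722 after R848 and from 0.0322 to 3350 after LPS. *Cxcl10*, an interferon-inducible chemokine, was the highest of them after LPS, and *Ccl3*, another chemokine, after R848. *Il23a* is listed at 0 in unstimulated *N4bp1*-/- cells, so no fold change was computed for it there. The 21 genes without a test in unstimulated cells include *Il10*, *Il12a*, *Il12p40*, *Csf3* and *Trem1*.
The smallest p-value in the authors' deposited table is 5e-05, and 24 genes share it after R848, 21 after LPS and 20 without stimulus. Genes at this value cannot be ranked by it. Of the listed loci, 4 join several gene names, among them the locus of *Hif1a*, that of *C2* and *Cfb* and that of *Bcl2a1b*, so their members share 1 value. The values equal those of Supplementary Data 1: of 1488 cells compared, 0 differed by more than 0.1%. All 124 loci overlap a GENCODE gene of the same name in GRCm38.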

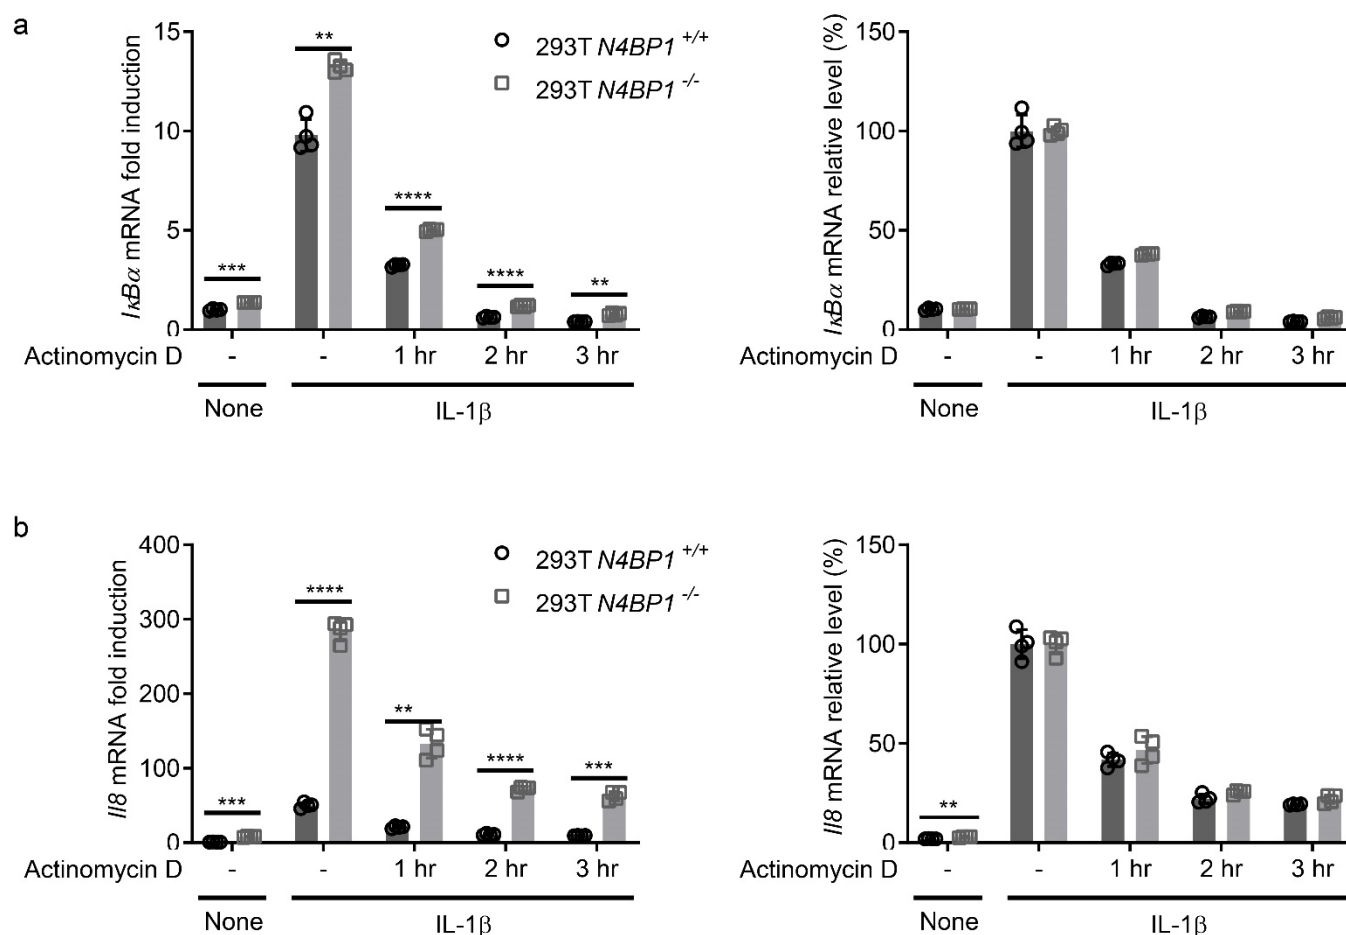

Supplementary Figure 4. Comparable mRNA degradation rates in wild-type and *N4BP1*^{-/-} HEK293T cells. **a, b**, RT-qPCR analysis of *NFKBIA* (*IκBα*) (**a**) or *IL8* (**b**) in wild-type and *N4BP1*^{-/-} HEK293T stimulated with IL-1β for 2 h then treated without or with actinomycin D (2 μg/ml) for the indicated times. *Left*, mRNA fold induction. *Right*, amount of mRNA relative to that of cells stimulated with IL-1β but without Actinomycin D, set as 100%. ***P=0.0004, **P=0.0017, ****P<0.0001, ****P<0.0001, **P=0.0014 (**a**), ***P=0.0002, ****P<0.0001, **P=0.0013, ****P<0.0001, ***P=0.0004 [left], **P=0.0012 [right] (**b**), unpaired, two-tailed Student's *t*-test. Data points represent independent cultures (n=4 independent treatments of 4 cultures split from one cell line). Data are representative of two independent experiments (mean ± s.d.). *P* values are listed in order from left to right. Source data are provided in the Source Data file.

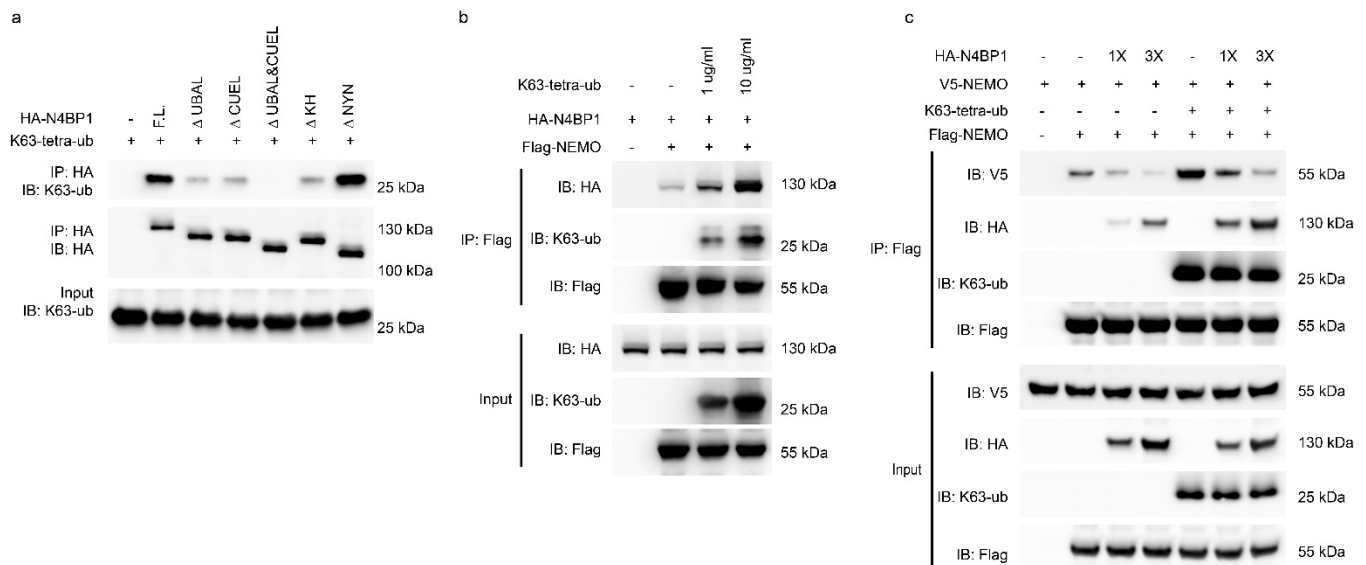

Supplementary Figure 5. K63-linked ubiquitin enhances N4BP1 and NEMO interaction. **a**, K63-linked ubiquitin was incubated without (-) or with purified recombinant HA-N4BP1 or its domain deletion forms and subjected to immunoprecipitation with anti-HA. **b**, Purified recombinant HA-N4BP1 and Flag-NEMO were incubated without (-) or with K63-linked ubiquitin as indicated, and subjected to immunoprecipitation with anti-Flag. **c**, Purified recombinant Flag-NEMO and V5-NEMO were mixed together and then incubated with different amounts of HA-N4BP1 in the presence of K63-linked ubiquitin or without ubiquitin, and subjected to immunoprecipitation with anti-Flag. Complexes were analyzed by immunoblotting with the indicated antibodies (**a-c**). Data are representative of two independent experiments. Source data are provided in the Source Data file.

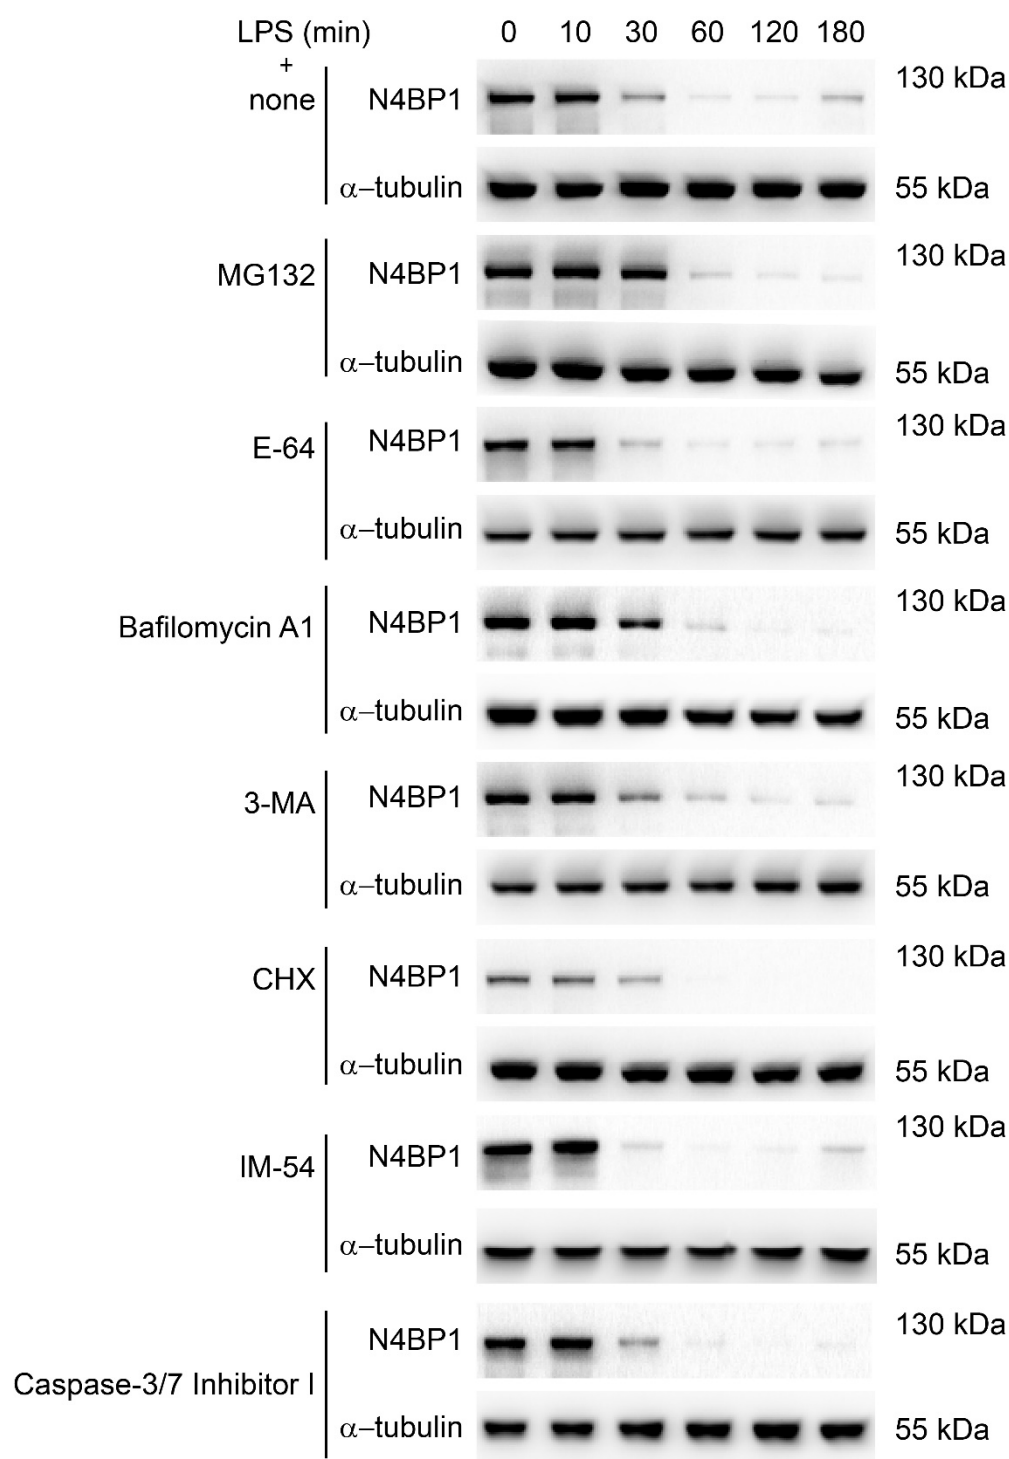

Supplementary Figure 6. Downregulation of N4BP1 is not mediated by the proteasome, autophagy, or cysteine proteases. Immunoblot analysis of N4BP1 in peritoneal macrophages pretreated with MG132 (10 μ M), E-64 (20 μ M), bafilomycin A1 (1 μ M), 3-MA (5 mM), IM-54 (50 μ M), or caspase-3/7 Inhibitor I (100 μ M) for 1 h, or with CHX (50 μ g/ml) for 3 h then stimulated with LPS for the indicated times. Data are representative of two independent experiments. Source data are provided in the Source Data file.

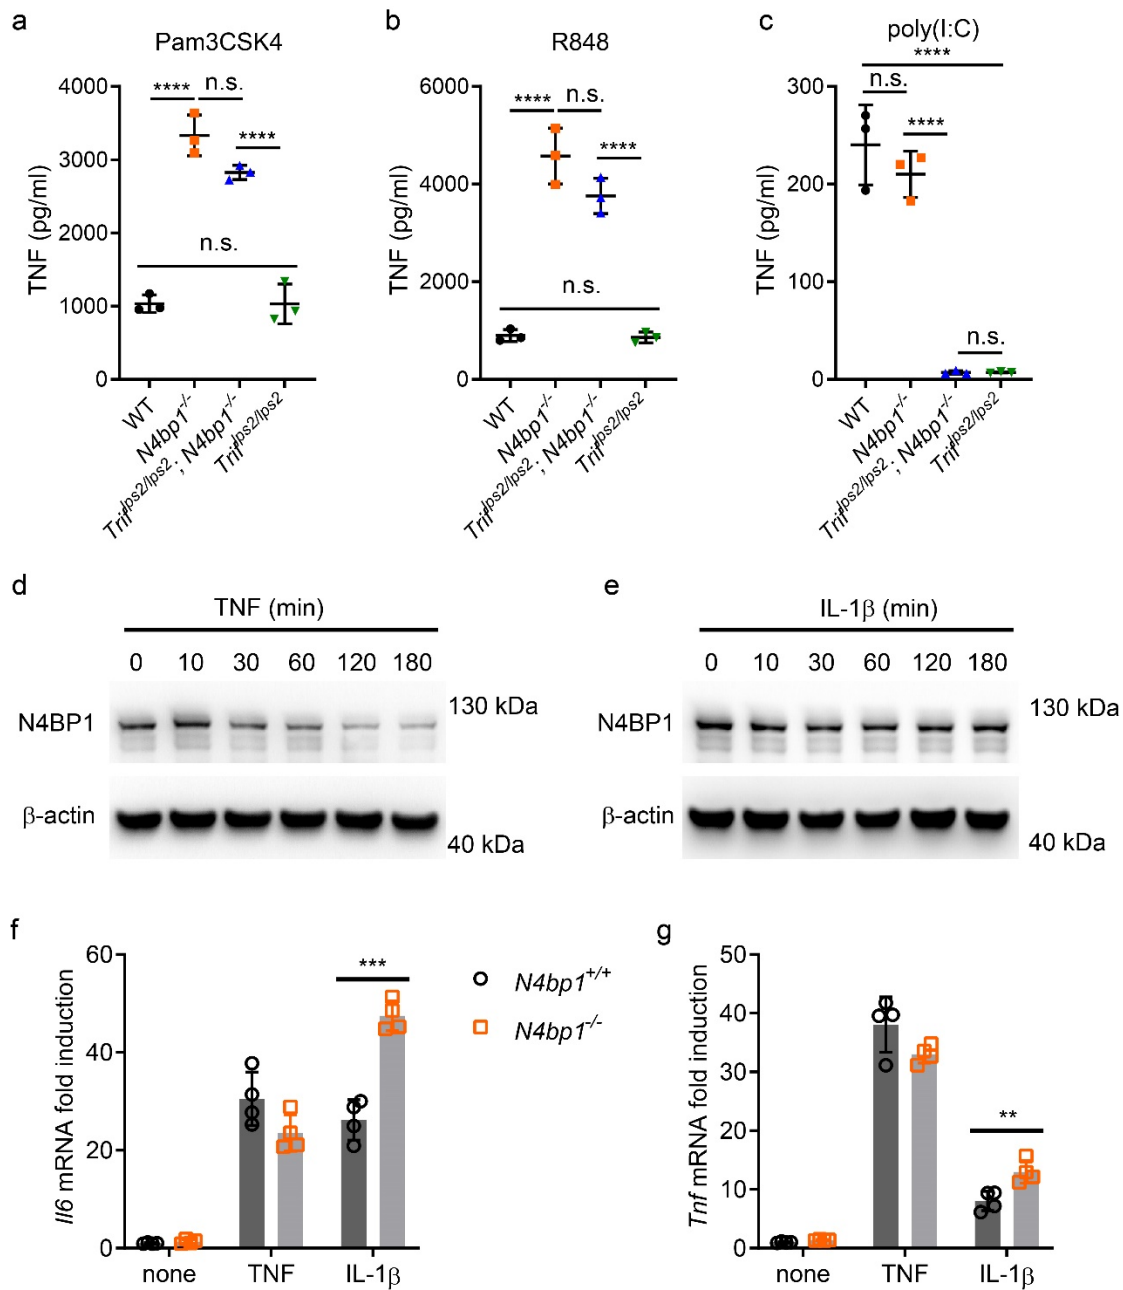

Supplementary Figure 7. *N4bp1* deficiency enhanced IL-1 β but not TNF signaling. **a-c**, TNF concentration in the culture medium of wild-type (WT), *N4bp1*^{-/-}, *Trif*^{Δps2/lps2}*N4bp1*^{-/-}, and *Trif*^{Δps2/lps2} peritoneal macrophages treated with Pam3CSK4 (**a**), R848 (**b**), or poly(I:C) (**c**) (n=3 mice per genotype). ****P<0.0001, one-way ANOVA and post hoc Tukey test. **d**, **e**, Immunoblot analysis of N4BP1 in peritoneal macrophages treated with TNF (100 ng/ml) (**d**) or IL-1 β (100 ng/ml) (**e**). **f**, **g**, RT-qPCR analysis of *Il6* (***P=0.0003, unpaired, two-tailed Student's *t*-test) (**f**) or *Tnf* (**P=0.0082, unpaired, two-tailed Student's *t*-test) (**g**) in *N4bp1*^{+/+} and *N4bp1*^{-/-} peritoneal macrophages stimulated with TNF or IL-1 β for 2 h (n=4 mice per genotype). Each symbol represents an individual mouse; equal numbers of macrophages from each mouse were treated as indicated (**a-c**, **f**, **g**). Data are representative of two independent experiments (**a-g**). Mean $\pm$ s.d. plotted in **a-c**, **f**, **g**. Source data are provided in the Source Data file.

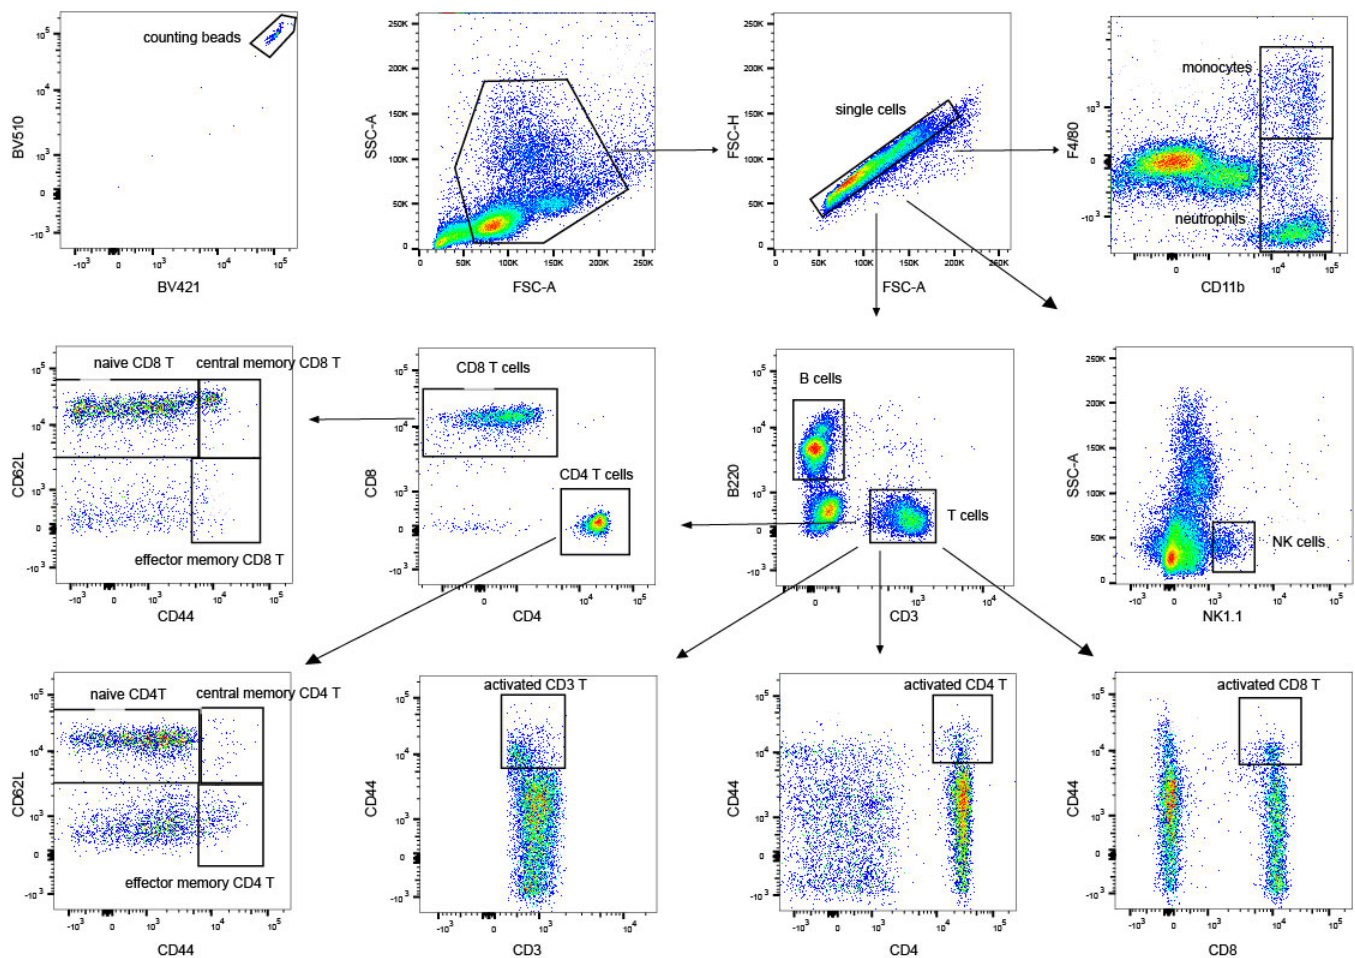

Supplementary Figure 8. Gating strategies for flow cytometric analysis of immune cells in the blood. These were used to obtain data shown in Supplementary Fig. 2c.

Supplementary Table 1. Primer sequences

Name	Sequence (5' to 3')
Genotyping	
N4bp1 KO allele.PCR1	CTGGTGAATTGGTCTAACTTTGTC
N4bp1 KO allele.PCR2	AAACTGCTGAATGTGACTCC
N4bp1 KO allele.sequencing	AAACTGCTGAATGTGACTCC
ChIP	
Il6 promoter.F	AATGTGGGATTTTCCCATGA
Il6 promoter.R	GCTCCAGAGCAGAATGAGCTA
qPCR	
Il1 β .F	TGTAATGAAAGACGGCACACC
Il1 β .R	TCTTCTTTGGGTATTGCTTGG
Il6.F	CTCTGCAAGAGACTTCCATCC
Il6.R	CGACTTGTGAAGTGGTATAGACAG
Il10.F	TGGCCCAGAAATCAAGGAGC
Il10.R	CAGCAGACTCAATACACACT
Il12p40.F	GGAAGCACGGCAGCAGAATA
Il12p40.R	AACTTGAGGGAGAAGTAGGAATGG
Tnf.F	CTGTAGCCACGTCGTAGC
Tnf.R	TTGAGATCCATGCCGTTG
Ccl5.F	ACTCCCTGCTGCTTTGCCTAC
Ccl5.R	TGCTGCTGGTGTAGAAATACT
Gapdh.F	CGTCCCGTAGACAAAATGGT
Gapdh.R	TTGATGGCAACAATCTCCAC
huGAPDH.F	ACCCACTCCTCCACCTTTGA
huGAPDH.R	CTGTTGCTGTAGCCAAATTCGT
huNfkb α .F (IkB α)	CTCCGAGACTTTTCGAGGAAATAC
huNfkb α .R (IkB α)	GCCATTGTAGTTGGTAGCCTTCA
hulL8.F	ATAAAGACATACTCCAAACCTTTCCAC
hulL8.R	AAGCTTTACAATAATTTCTGTGTTGGC

# Supplementary material for: N4BP1 negatively regulates NF-κB by binding and inhibiting NEMO oligomerization
**Source:** Nat Commun. 2021 Mar 2;12:1379. doi: 10.1038/s41467-021-21711-5
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** RNAseq analysis of NF- $\kappa$ B-dependent genes in N4bp1<sup>+/+</sup> and N4bp1<sup>-/-</sup> peritoneal macrophages

# Supplementary material for: N4BP1 negatively regulates NF-κB by binding and inhibiting NEMO oligomerization
**Source:** Nat Commun. 2021 Mar 2;12:1379. doi: 10.1038/s41467-021-21711-5
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry data were acquired on a BD LSRFortessa (BD Biosciences). RNA sequencing was performed using an Illumina HiSeq 2500.

Data analysis Flow cytometry data were analyzed using FlowJo software. GraphPad Prism software was used to prepare graphs and to perform statistical analyses. For RNA sequencing analysis, CASAVA, tophat (v. 2.0.10), cufflinks, and cuffmerge (v.2.1.1) software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available in the main text or the supplementary information.

Field-specific reporting

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No pre-specified effect size was assumed, and in general three or more animals or replicates for each genotype or condition were used in experiments; this sample size was sufficient to demonstrate statistically significant differences in comparisons between two unpaired experimental groups by unpaired t-test.
Data exclusions	No data were excluded from any analyses.
Replication	The RNA sequencing experiment was performed one time. All other experiments were repeated at least twice and all attempts at replication were successful.
Randomization	The allocation of samples or animals to experimental groups was random.
Blinding	The investigator was not blinded to genotypes or group allocations during any experiment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies to the following were used: mouse N4BP1 (EPNCIR118, 1:1000), human N4BP1 (ab209103, 1:1000) and NEMO (EPR16629, 1:1000) (Abcam); HA (6E2, HRP conjugate, 1:1000), GAPDH (8884, 1:2000), p65 (D14E12, 1:1000), p-p65 (93H1, 1:1000), p-IKKα/β (16A6, 1:1000), IκBα (L35A5, 1:1000), p-p38 (4511, 1:1000), p-c-Jun (D47G9, 1:1000), Histone H3 (9715, 1:2000), and GAPDH (D16H11, 1:2000) (Cell Signaling Technology); Flag (M2, 1:5000), V5 (V8012, 1:2000), β-actin (A2228, 1:2000) and α-tubulin (T6199, 1:2000) (Sigma-Aldrich); Acetyl-Histone H4 (PA5-40084, 1:1000, Invitrogen); Linear ubiquitin (LUB9, 1:1000, Millipore); K63-polyubiquitin (BML-PW0600, 1:1000, ENZO Life Sciences). Primary antibodies used for flow cytometry were: CD3ε (clone 145-2C11, 1:100), CD4 (clone RM4-5, 1:200), CD8α (clone 53-6.7, 1:200), B220 (CD45R, clone RA3-6B2, 1:200), NK-1.1 (clone PK136, 1:200), CD44 (clone IM7, 1:300), CD62L (clone MEL-14, 1:300), CD11c (clone HL3, 1:200), CD11b (clone M1/70, 1:200), F4/80 (clone BM8, 1:200), CD16/32 (Clone 2.4G2, 1:200) (BD Biosciences).
Validation	All antibodies used in this study were previously validated for the specific application by the companies from which we purchased them.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	HEK293T and THP-1 cells were purchased from ATCC.
Authentication	All cell lines from ATCC have been thoroughly tested and authenticated by ATCC.
Mycoplasma contamination	The cell lines from ATCC were directly used in experiments and were not tested for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	This study did not involve commonly misidentified lines.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Eight- to twelve-week old male and female mice (<i>Mus musculus</i>) on a pure C57BL/6J background were used in experiments.
Wild animals	This study did not involve wild animals.
Field-collected samples	This study did not involve field-collected samples.
Ethics oversight	All experimental procedures using mice were approved by the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center and were conducted in accordance with institutionally approved protocols and guidelines for animal care and use.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Blood was collected in Minicollect Tubes (Mercedes Medical) and centrifuged at 700g for separation of serum, and red blood cells remaining in the serum were lysed using RBC lysis buffer (eBioscience) before staining of immune cells and flow cytometry analysis. Cells were incubated with monoclonal antibody to CD16/32 and were labeled for 1 h at 4 °C using fluorochrome-conjugated monoclonal antibodies to mouse CD3e, CD4, CD8α, CD44, CD62L, B220, NK1.1, CD11b, F4/80 and CD11c. Counting beads (Invitrogen) were added to the samples before collecting data.
Instrument	BD LSRFortessa (BD Biosciences)
Software	Flow cytometry data were analyzed using FlowJo software.
Cell population abundance	The abundance of relevant cell populations in the peripheral blood of mice was significant to gate and calculate, and was within a reasonable range. The purity of cell populations was determined using commercially available monoclonal antibodies against the specific surface markers on each cell type.
Gating strategy	Counting beads were gated by two free channels. The cell populations were gated as illustrated in Supplementary Fig. 8. Monocytes (CD11b high, F4/80 high); neutrophils (CD11b high, F4/80 low); NK cells (NK1.1 positive); B cells (B220 high, CD3 negative); T cells (CD3 high, B220 low); CD4 T (CD3, CD4 high, CD8, B220 negative); CD8 T (CD3, CD8 high, CD4, B220 negative); activated T cells (CD3, CD44 high, B220 negative); activated CD4 T cells (CD3, CD4, CD44 high, B220 negative); activated CD8 T cells (CD3, CD8, CD44 high, B220 negative); naive T cells (CD4 or CD8 positive, CD3, CD62L high, CD44, B220 low); central memory T cells (CD4 or CD8 positive, CD3, CD62L, CD44 high, B220 low); effector memory T cells (CD4 or CD8 positive, CD3, CD44 high, CD62L, B220 low).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

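Peritoneal macrophages of wild-type and *N4bp1*-/- mice were sequenced without stimulus, after R848 and after LPS, with 2 mice per genotype and treatment and 12 libraries in 6 groups. The sample labels and the paper's methods for cytokine measurement give the same doses of R848 (20 ng/ml) and LPS (10 ng/ml). The paper's methods for RNA sequencing give no dose, and only the labels give the time of 2 h. Groups were formed from genotype and treatment as the labels state them. No batch is stated for these libraries. The labels of the unstimulated libraries carry another prefix than those of the stimulated ones, in both genotypes, so a batch could not be told apart from the stimulus. All 3 comparisons were between the genotypes within 1 treatment.

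The authors aligned the reads, assembled transcripts and compared the genotypes with cuffdiff. The submitters' processing notes name CASAVA 1.8.2, TopHat2 2.0.10 and Cufflinks 2.1.1, and the build is mm10, the same assembly as GRCm38. The annotation and the filters on reads are not given in the sources used here. The FPKM values were deposited by the authors as 1 mean per genotype and treatment over both mice. The log2 fold change, the test score of cuffdiff, and the p-value and q-value of each gene were also deposited by the authors. The deposited tables used here hold 124 genes, so nothing can be said from them about other genes. With no counts and no values per library, the depth of each sample is unknown, and no interval from counting, no test between mice and no check of single libraries was made.

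Fold changes were recomputed as log2 of the ratio of the authors' mean FPKM values, with no pseudocount and no filter on low values. These matched the deposited log2 values within 0.01 except for *Cdk6* after R848 (−0.05 here, −0.17 in the authors' deposited table), *Cdk6* after LPS (−0.06 here, −0.10 in the authors' deposited table) and *Fn1* after LPS. Standard errors are the authors' log2 fold change divided by their test score. They are wider than the p-values imply: the normal quantile of the p-value was 1.43, 1.41 and 1.40 times the test score in the median gene after R848, after LPS and without stimulus. The authors' p-values were adjusted by the Benjamini-Hochberg method over the listed genes with a completed test, 124 after R848, 124 after LPS and 103 without stimulus. A gene is called at an adjusted p under 0.05. Each of the 274 distinct p-values had a single q-value across the 3 comparisons. Differences between treatments are differences of log2 fold changes, with 95% intervals from both errors added in quadrature. No p-value was computed across genes, which are not replicates.

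Lists of inflammatory cytokines and growth factors, IL-12 family subunits, chemokines, NF-κB subunits and IκB proteins, adapters and ubiquitin editors of NF-κB signaling, cell survival and death genes, interferon-inducible genes, complement and acute phase genes, extracellular matrix, adhesion and coagulation genes, prostaglandin synthesis, co-stimulation and dendritic cell maturation, macrophage lineage, and markers of neutrophils, stromal cells, dendritic cells, B and T cells and resident macrophages were compared. A list was reported where at least 2 of its members had values, and its median was set against 10000 random lists of the same size, drawn from the 124 genes and matched on FPKM. The lists, the test within each treatment and the alternatives to the calls and medians were chosen before the deposited tables were opened, but after Supplementary Data 1, which holds the same values, had been read. The tests of explanations, apart from 1 correlation, and the added alternatives named below under the dependence on the processing were chosen after the values were seen. The genes named are those the paper names for this experiment, per treatment the 12 called higher and 8 called lower genes with the largest log2 fold change at or over 1 FPKM in a genotype, the 5 largest differences between R848 and LPS in each direction, and up to 4 members per list. *Lipg*, *Ccl3*, *Cd40*, *Cdk6*, the joined loci and the genes higher under every condition that fall outside this rule, *Cd38* and *Chil1*, were named after their values were seen. The result of 1 listed gene is not reported here: it is left out of the list of flagged differences and of the figure of genes called in unstimulated macrophages, and kept in the counts and medians.

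The alternatives tried were an unadjusted p, the authors' q-value, a Bonferroni adjustment, a fold minimum of 1.5, a minimum of 1 FPKM, pseudocounts of 0.1 and 1, leaving out the 4 joined loci, keeping untested genes in the adjustment, and 2 other scalings. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The calling procedure was run on simulated data with the real standard errors, in which 30 genes were changed. At 2-fold, 56.6% of changed genes were recovered for R848, 55.0% for LPS and 48.6% without stimulus. At 3-fold these shares were 81.4%, 84.9% and 76.2%. False calls made up 4.21%, 3.28% and 2.95% of all calls. The 95% interval of the difference between R848 and LPS held the true value in 94.8% of simulated genes. In this simulation the errors, the p-values and the intervals all came from the same standard errors. The shares of false calls and of intervals that held the true value were therefore set in advance. The real calls rest on the authors' p-values, which imply narrower errors, so these shares and the recovery do not describe the reported calls. The guide, the deletion and the sequencing primer were located by exact match in the GRCm38 transcript of *N4bp1*.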

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

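Apart from the correlation with the levels after LPS and R848, the tests of explanations below were chosen after the results were seen. The results listed here are differences between treatments in the effect of the genotype, each tested as a difference of log2 fold changes (knockout over wild type) with an adjusted p under 0.05 over the listed genes.

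The signed log2 fold change (knockout over wild type) was higher after R848 than after LPS for *Edn1* (difference of log2 fold changes 2.16), *Il12p40* (1.98), *Il23a* (1.76), *Il6* (1.69), *Ccl22* (1.30), *Ccl4* (1.29) and *Ier3* (1.00). Of these, *Il23a* and *Ccl22* were below 0 after both stimuli, and further below after LPS. It was lower after R848 than without stimulus for *Csf1* (−1.90), *Vcam1* (−1.87), *Mmp9* (−1.64) and *Ccl2* (−1.61). It was lower after LPS than without stimulus for *Ccl22* (−4.11), *Csf1* (−2.56), *Ccl2* (−2.47), *Vcam1* (−2.20), *Nfkbie* (−1.29), *Ier3* (−1.23) and *Tlr2* (−1.21). The wild-type level of *Ccl22* without stimulus was 0.182 FPKM, and its fold change there has a wide error. Relative to the 42 genes of highest FPKM in each treatment, 2 of the 7 differences between R848 and LPS kept an adjusted p under 0.05, those of *Edn1* and *Il12p40*, and those of *Mmp9* and *Pdgfb* passed below 0. Relative to the 28 genes least induced by the stimuli, all 7 kept an adjusted p under 0.05.

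The first pattern is that the ratios of knockout to wild type were larger after R848 than after LPS. It holds with the values as deposited (median difference 0.27) and relative to the 28 least induced genes (0.29). It turns relative to the 42 genes of highest FPKM in each treatment (−0.14), a set that differs between R848 and LPS. A difference in library scaling would shift every gene alike, and the tables argue against it as the whole cause, though how much it adds to the median stays open: the 28 genes least induced by the stimuli had a median difference of 0.068 (95% bootstrap interval −0.03 to 0.15), below the median of 0.27 over all listed genes. These 28 genes are not a neutral reference. They include *Mmp9* and *Pdgfb*, whose intervals lay below 0, and genes higher under every condition, such as *C3* and *Fn1*. A stimulus-dependent effect on induced transcription may account for it, since the 28 most induced genes differed by 0.34 more than the 28 least induced (0.15 to 0.61). LPS driving the same genes further, which leaves less room for an effect of the knockout, may account for it as well: across 84 genes the difference went with the excess of the level after LPS over that after R848 (Spearman's rho 0.46, 0.23 to 0.65). The bootstraps and the correlation run over genes, which are not independent replicates, these tests do not separate the last 2 explanations, and the cleavage of N4BP1 after LPS that the paper describes was not tested.

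The second pattern is the 14 genes lower in the knockout after LPS, with a median log2 fold change of −0.87. Scaling of the LPS libraries would shift every gene alike. The 28 least induced genes had a median of 0.17 after LPS (−0.08 to 0.38), which argues against a shared shift as large as −0.87. These 28 are not a neutral reference. Genes called higher after LPS, such as *C3*, *Cxcl5*, *Mmp9*, *Pdgfb* and *Thbs1*, are among them and raise their median. *Gadd45b* and *Ptafr*, called lower after LPS, are among them too. The 14 genes were chosen for being low, so this test cannot exclude a smaller shift that adds to their calls. The 42 genes of highest FPKM after LPS had a median of −0.27 there. A difference between genotypes present without LPS may still contribute and cannot be told apart, because the median of 13 of these genes without stimulus was 0.10 (−0.46 to 0.75), with 6 of the 13 below 0. A biological effect of the stimulus stays open.

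The third pattern is the 16 genes higher under every condition. Reads shared between overlapping or near-identical genes are argued against, as only 2 of the 16 are joined loci or members of such families, the *C2* and *Cfb* locus and *Serpina3n*. More neutrophils in the knockout cultures may contribute and cannot be told apart: of 2 tested markers, 1, *Lcn2*, had an upper bound of 0.60 without stimulus, below the median of the 16 genes of 2.00, while *Mmp9* was at 1.73 (0.98 to 2.48). Activated macrophages express both markers, and *Lcn2* was at 1.61 FPKM in unstimulated knockout cells. Other shares of stromal cells, dendritic cells or resident macrophages, whose markers *Sox9*, *Cyp7b1*, *Ccr7*, *Fn1* and *Thbs1* are among the 16, were not tested and stay open, as does a state of the knockout macrophages themselves, which was not tested either.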

How the results depend on the processing

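The scaling by the least induced genes, both scalings of the differences between treatments, the settings for genes called under all 3 conditions and all alternatives to the intervals of the differences were chosen after seeing the data. No paired analysis was possible because the deposited columns hold 1 mean per group and carry no replicate numbers. Leaving out each library in turn, another pseudocount per library and DESeq2 were not run, as they need values per library. The causes of the changes below were not tested.

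Counts within 1.5 times the main count and medians within 0.1 of the main median (log2) are taken to keep their size. Of the alternative values for counts and medians, 81 did so, 35 moved and 2 reversed. Bonferroni adjustment left 28 genes higher after R848 in place of 43, and 23 in place of 40 without stimulus. It left 1 of the 6 genes lower after R848, 5 of the 14 lower after LPS and 1 of the 3 lower without stimulus. A minimum of 1.5-fold left 3 lower genes after R848 and 1 without stimulus, where the authors' q-value also left 1 and an unadjusted p gave 5. The 22 genes higher after LPS were 19 to 27 under all settings. The 42 genes of highest FPKM were picked within each treatment, so these sets differ, and their own medians were 0.15 after R848, −0.27 after LPS and 0.14 without stimulus. Relative to them, the median log2 fold changes were 0.13, 0.17 (reversed from −0.09) and 0.39, and 86 genes lay above and 38 below 0 after LPS in place of 52 and 72. Relative to the 28 least induced genes the medians were 0.13, −0.26 and 0.24, and 43 genes lay above and 81 below 0 after LPS. Within a treatment each scaling moves every gene by the same amount, so genes near 0 change sign. Without stimulus the median of 0.53 became 0.42 and 0.23 with pseudocounts of 0.1 and 1, and 0.35 over genes of at least 1 FPKM. Of the 58 genes called after R848 or LPS, 47 had the larger ratio after R848, and the median difference was 0.63. With errors taken from the authors' p-values, 28 differences lay above 0 and 1 below. With the main errors, from the test score, 7 lay above and 0 below after Benjamini-Hochberg adjustment. Relative to the 42 genes of highest FPKM, the ratio was larger after R848 than after LPS for 48 genes in place of 96, the median difference was −0.14 (reversed from 0.27), and 9 intervals lay above 0 and 4 below, in place of 15 and 2. Relative to the 28 least induced genes, the ratio was larger after R848 for 98 genes. The median difference was then 0.29, and 16 intervals lay above 0 and 2 below. For LPS minus the unstimulated state, the median difference of −0.51 became −0.10 relative to the 42 genes and −0.39 relative to the 28 genes. The 18 intervals below 0 became 8 and 11. For R848 minus the unstimulated state, the median of −0.19 became −0.20 relative to the 42 genes of highest FPKM and −0.054 relative to the least induced genes. The 16 genes higher under all 3 conditions were 8 with Bonferroni adjustment and 12 to 19 under the other settings, and 15 by the authors' q-value. The 2 lower under all 3 were 0 by the authors' q-value, with Bonferroni adjustment and with a minimum of 1.5-fold.

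For single genes, 2382 values under the alternatives kept their direction and side of the threshold, 75 lost and 28 gained the call, and 9 reversed. These are differences between R848 and LPS of genes at low FPKM or near 0, where a pseudocount of 1 gave 0.59 for *Trem1*, 0.27 for *Ccr7*, 0.0082 for *Sox9*, 0.025 for *Mx1*, 0.68 for *Hamp* and 0.11 for *Fcer2a*, and one of 0.1 gave 0.051 for *Ccr7*, 0.033 for *Hamp* and 0.16 for *Fcer2a*. All 9 were below 0 without a pseudocount. The unknown depth limits the reading of genes below 1 FPKM. Some of these had wide errors, such as *Hamp* after R848 (14.2). There *Il2ra*, also below 1 FPKM, had an error of 0.640, and *Cdk6*, at 41.0 FPKM in wild-type cells, one of 1.51.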

Differences from the paper's values

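No value of Supplementary Data 1 differs from the values used here beyond its error. The deposited columns hold the same numbers as Supplementary Data 1, but the log2 fold changes recomputed here from the mean FPKM values differ from it for *Fn1* after LPS (1.01 here, 1.69 in the paper's table), *Cdk6* after R848 (−0.049 here, −0.17 in the paper's table) and *Cdk6* after LPS (−0.061 here, −0.098 in the paper's table). The paper states no threshold for RNA-seq.

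The paper states that NF-κB-dependent genes were not higher in *N4bp1*-/- macrophages after LPS. Over the 124 genes, 22 were higher and 14 lower after LPS at an adjusted p under 0.05, against 43 higher and 6 lower after R848. Of the 19 genes higher after LPS that were also tested without stimulus, 17 were higher there as well. For R848 this held for 24 of 30. The paper itself reports NF-κB-dependent genes as upregulated in unstimulated knockout cells, so the 22 genes need not reflect a response to LPS. Among the alternatives set before the deposited tables were opened, but after Supplementary Data 1 with the same values had been read, the number higher after LPS was 27 at an unadjusted p under 0.05, 22 by the authors' q-value, 19 with Bonferroni adjustment, 21 with a minimum of 1.5-fold, 21 at 1 FPKM or more, 21 without joined loci and 22 with untested genes kept. The median log2 fold change after LPS was −0.09 and that after R848 0.28. *Il6* and *Tnf* were not called higher after LPS.

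The paper names *Tnf* among the genes higher after R848. Its log2 fold change here was 0.41, in the paper's direction, and the authors' deposited table gives a p of 0.216. *Tnf* was not called under any setting run. Its standard error of 0.476 leaves room for a rise, so the missing call does not contradict the paper's direction. By the paper's RT-qPCR in other cultures, with 4 mice per genotype, the ratio of means for *Tnf* was 8.99. This is a log2 fold change of 3.17 (standard error 0.20), and the RNA-seq value with its error does not reach a rise of that size. *Il6*, the other gene the paper names, was called higher after R848.

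The paper gives the mutant allele of *N4bp1* with the flank AGATCCCCTT before the deleted bases. The full printed sequence is not found in the GRCm38 transcript of *N4bp1*. The reference has AAGGGGATCT before GCGA, which is the reverse complement of the printed flank, and the printed bases after the deletion, GCCGGAGCTGGA, match the reference.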

Other observations

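Apart from the RT-qPCR of Fig. 2e, the values in this part belong to no statement of the paper. All were put together after the results were seen. By the authors' q-value under 0.05, the calls of *Fcer2a* and *Ptafr* after R848, of *Ripk2* after LPS and of *Cd40*, *Cd83*, *Mx1*, *Ptafr* and *Traf1* without stimulus end.

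Genes of co-stimulation and dendritic cell maturation went both ways. Of 8, after LPS 1 was higher in *N4bp1*-/- macrophages (*Ccr7*, log2 fold change 3.01) and 3 were lower (*Ccl17*, *Ccl22* and *Cd83*). Without stimulus 3 were higher (*Ccr7*, *Ccl22* and *Cd40*), 1 was lower (*Cd83*) and 1 was not tested. After R848, 1 was higher and 1 lower. The dendritic cell markers *Ccl17*, *Ccl22*, *Ccr7* and *Cd83* are part of this list, with 1 higher and 1 lower after R848, 1 higher and 3 lower after LPS, and 2 higher and 1 lower without stimulus. Of 4 macrophage lineage genes, the transcription factor *Tfec* (−0.64 after R848 and −1.01 after LPS) and the platelet-activating factor receptor *Ptafr* (−0.53 and −0.58) were lower after both stimuli, and *Ptafr* was lower without stimulus. *Spi1*, which encodes PU.1, had log2 fold changes of −0.21 after R848, −0.14 after LPS and −0.11 without stimulus.

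Of 8 adapters and ubiquitin editors of NF-κB signaling, *Tnip3* (0.67) was higher after R848, *Ripk2* (−0.44) was lower after LPS, and *Tlr2* and *Traf1* (0.81) were higher without stimulus. *Tnfaip3*, which encodes A20, had log2 fold changes of 0.37, −0.33 and 0.10 after R848, after LPS and without stimulus. Of 10 genes of cell survival and death, *Ier3* was higher (1.09) and *Cdkn1a*, which encodes p21, lower (−0.53) after R848. After LPS *Cdkn1a* (−0.78) and *Gadd45b* (−0.61) were lower. Without stimulus *Ier3* and *Sod2* (0.77) were higher and *Gadd45b* was lower. Of 7 stromal markers, 3 were higher after R848, 2 after LPS and 4 without stimulus, including *Sox9* and *Cyp7b1* each time, at 1.06 and 1.70 FPKM in unstimulated knockout cells. Of 3 B or T cell markers, *Fcer2a* (1.43) and *Il2ra* (1.76) were higher after R848, cuffdiff with Benjamini-Hochberg adjustment called 0 after LPS, where 0 passed an unadjusted p under 0.05, and none was tested without stimulus. All 3 stayed below 1 FPKM. The resident macrophage markers *Fn1* and *Thbs1* were higher under all 3 conditions. Of the interferon-inducible genes, *Mx1* (1.58) and *Ccl5* were higher without stimulus, and the IL-12 family had 2 members tested there, of which 0 were called by cuffdiff at either an adjusted or an unadjusted p under 0.05.

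The paper's RT-qPCR after R848 (Fig. 2e) measured 6 of the listed genes in other cultures. The ratio of its means, knockout over wild type, is 8.99 for *Tnf*, 8.19 for *Il12p40*, 7.10 for *Il10*, 5.33 for *Il6*, 4.76 for *Il1b* and 2.57 for *Ccl5*, all the paper's values. The folds from the mean FPKM values were 1.33, 2.16, 3.83, 2.60, 1.13 and 1.44 in the same order of genes. Each of the 6 was above 1 in both assays, and each was larger by RT-qPCR. By RNA-seq after R848, *Tnf* and *Il1b* did not pass the test. For *Il1b* the log2 fold change was 0.18 ± 0.399 (standard error) by RNA-seq and 2.25 ± 0.114 by RT-qPCR. The difference between the assays was not tested.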
